# Transcriptomics of aged *Drosophila* motor neurons reveals a matrix metalloproteinase that impairs motor function

**DOI:** 10.1111/acel.12729

**Published:** 2018-02-07

**Authors:** Jorge Azpurua, Rebekah E. Mahoney, Benjamin A. Eaton

**Keywords:** aging, matrix metalloproteinase, MMP1, motor neuron, TDP43, TIMP, transcriptomics

## Abstract

The neuromuscular junction (NMJ) is responsible for transforming nervous system signals into motor behavior and locomotion. In the fruit fly *Drosophila melanogaster*, an age‐dependent decline in motor function occurs, analogous to the decline experienced in mice, humans, and other mammals. The molecular and cellular underpinnings of this decline are still poorly understood. By specifically profiling the transcriptome of *Drosophila* motor neurons across age using custom microarrays, we found that the expression of the matrix metalloproteinase 1 (*dMMP1*) gene reproducibly increased in motor neurons in an age‐dependent manner. Modulation of physiological aging also altered the rate of dMMP1 expression, validating *dMMP1* expression as a bona fide aging biomarker for motor neurons. Temporally controlled overexpression of *dMMP1* specifically in motor neurons was sufficient to induce deficits in climbing behavior and cause a decrease in neurotransmitter release at neuromuscular synapses. These deficits were reversible if the *dMMP1* expression was shut off again immediately after the onset of motor dysfunction. Additionally, repression of dMMP1 enzymatic activity via overexpression of a tissue inhibitor of metalloproteinases delayed the onset of age‐dependent motor dysfunction. MMPs are required for proper tissue architecture during development. Our results support the idea that matrix metalloproteinase 1 is acting as a downstream effector of antagonistic pleiotropy in motor neurons and is necessary for proper development, but deleterious when reactivated at an advanced age.

## 1 INTRODUCTION

The aging of the nervous system is manifested not only in the decline of cognition and memory, but also in the progressive decline of motor coordination and muscle function (Doherty, 2003). These declines in motor function have been observed throughout the animal kingdom including in humans, rodents, and insects (Jang & Van Remmen, 2011; Seidler et al., 2010) (Gargano et al., 2005; Kreko‐Pierce et al., 2016). In mammals, much of the motor decline is due to muscle fiber loss and declining fiber contractility, but altered motor neuron (MN) function also contributes (Edstrom et al., 2007). Previous work suggests that neurons are particularly vulnerable to age‐accumulated damage from reactive oxygen species (ROS), misfolded proteins, and inflammation, but the contribution of these mechanisms to declining motor function remains to be established (Lin & Beal, 2006; Saxena & Caroni, 2011). Aging is also the most significant risk factor in a wide array of neurodegenerative disorders, including Alzheimer's disease (AD), Parkinson's disease (PD), and amyotrophic lateral sclerosis (ALS) (Armon, 2003; Herbert et al., 2001; Levy et al., 2002). A perplexing feature of all of these diseases is that there exist high‐risk alleles and lesions that predispose carriers to neurodegeneration that are present from conception, yet disease pathology only manifests in mid‐ or late life after interaction with the normal aging process (or by altering its basal rate). Thus, the molecular mechanisms that determine the pathogenesis of these disorders are not only tissue‐specific (neurons) but also temporally constrained (old age). How aging affects postmitotic MNs resulting in impaired motor function and increased susceptibility to disease is poorly understood.

In order to elucidate the molecular events that comprise neuronal aging and allow neurodegenerative disorders to manifest, we developed a MN‐specific pipeline in *Drosophila melanogaster* to investigate the effect of the aging process on the MN transcriptome. In *Drosophila*, pure populations of MNs can be isolated through a combination of genetics, dissection, and cell sorting (Parrish et al., 2014). This allows for the screening of a highly homogenous population of neuronal cells, limiting confounding effects from epigenetic differences across neuronal types. MNs are highly morphologically and functionally stereotyped which allows for higher confidence in the specificity of sorting. Additionally, unlike central neurons, which may alter their gene expression in response to changing environmental circumstances, MNs have a predominantly unchanging function. We predicted this would increase the signal‐to‐noise ratio for transcriptomics across age.

Transcriptional profiling of these neurons revealed consistent age‐dependent increases in the expression of the matrix metalloproteinase 1 (*dMMP1*) gene. *dMMP1* is a member of the calcium‐dependent zinc‐containing endopeptidases of the metzincin protease superfamily (Page‐McCaw et al., 2007). MMPs play critical roles in tissue remodeling during development and have been linked to aging and neurodegeneration (Ethell & Ethell, 2007; Kiaei et al., 2007). We find that *dMMP1* expression correlates with declines in motor function and overexpression of *dMMP1* in young MNs mimics the effects of age on motor function. At the cellular level, *dMMP1* overexpression in MNs results in reduced neurotransmission. Finally, manipulations that alter the rate of aging result in altered rates of dMMP1 accumulation. These data provide evidence that dMMP1 is a biomarker of aging in *Drosophila* motor neurons that also contributes to age‐dependent motor declines.

## 2 RESULTS

### 2.1 Microarray profiling of aging drosophila motor neurons

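Gene expression was measured on 16 single-color Agilent arrays, each hybridized with Cy3-labeled cDNA from 1 pool of GFP-positive motor neurons (MNs) sorted from the thoracic ganglion. The labels assign 5 arrays to 7-day-old, 5 to 35-day-old and 6 to 45-day-old flies. Each array carries 62976 spots, of which 1319 are controls and 61657 hold 45366 different features. The authors deposited 1 scanner file per array, with the background-adjusted intensity of each spot from Agilent Feature Extraction, and 1 normalized table of all arrays. All values were computed from the scanner intensities. Spots marked as outliers were left out, log2 was taken, the 75th percentile of each array was subtracted, and spots of one feature were averaged. Arrays have no read depth, and their signal is described by the share of spots well above background. This share was 62.5% to 67.1% on the 7-day-old arrays (median 63.7%), 61.1% to 63.8% on the 35-day-old arrays (median 63.0%) and 56.7% to 64.6% on the 45-day-old arrays (median 63.1%). The 75th percentile of the intensities had a median of 8295 at 7 days, 9972 at 35 days and 9783 at 45 days, and 0 spots were saturated. Ages were compared with limma, a linear model whose variances are moderated across features, with Benjamini-Hochberg adjustment over all features. A feature was counted as past the threshold at an adjusted p under 0.05 and a change of more than 2-fold. Control spots were left out, and no filter on dim features was applied. The number of arrays per age limits the precision of every comparison.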

To discover the major changes driving MN aging in *Drosophila*, we designed custom Agilent microarrays to measure alterations in gene expression with age. The microarray was enriched with features mapping to membrane channel genes and calcium‐binding proteins (Table S1). 

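The scanner files list 32162 features of the Agilent catalog design and 13204 custom features. Each custom feature names a FlyBase transcript of Table S1, and 1333 of the 1360 transcripts in Table S1 have at least 1 custom feature. A gene symbol could be given to 35007 of the 45366 features, for 12978 symbols, mostly through the reference accession of the feature, which matched for 33174 of 33911 features. The other 10359 features have no symbol and keep the identifiers that the scanner files give. The enrichment is uneven, since the median symbol has 1 feature, 447 symbols have at least 10 and the largest has 591.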

The workflow for generating the microarray data (Figure 1a) relied on using the D42 driver to express GFP exclusively in MNs, dissect and dissociate cells from the thoracic ganglion, and isolate the GFP‐positive neurons through fluorescence‐activated cell sorting (FACS). The microarray was hybridized with doubly amplified cDNAs generated from the FACS sorted MNs. Each biologically independent replicate consisted of cDNAs derived from a pool of five age‐matched flies. 

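Features printed in more than 1 spot show how the error within an array compares with that between pools. Over 4809 such features that were above background on every array, the median SD of the log2 signal was 0.13 between spots of one array and 0.49 between arrays of one age. The spread between pools was thus 3.78 times that between spots, and the pool was taken as the replicate in all tests.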

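The arrays lie on 2 slides, and each slide has 2 rows of 4 positions. Slide 1 holds 2 arrays of 7-day-old, 3 of 35-day-old and 3 of 45-day-old flies, and slide 2 holds 3, 2 and 3 arrays of these ages. Within a slide the ages are not spread evenly. All 5 7-day-old arrays lie in row 2, all 5 35-day-old arrays in row 1, and 3 45-day-old arrays in each row. From the 7-day-old and 35-day-old arrays alone, a difference between these ages therefore cannot be told apart from one between the rows. Only the 45-day-old arrays show a row difference within one age. By contrast, 7 and 45 days can be compared within row 2 and within each slide. Arrays of one age correlated with each other across features at 0.919 to 0.953 for 7 days, 0.906 to 0.929 for 35 days and 0.883 to 0.930 for 45 days.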

Time points evaluated on our microarray were young (7 days posteclosion, *n* = 5), middle age (35 days posteclosion, *n* = 5), and post “age‐dependent potentiation” (Mahoney et al., 2014) (ADP, 45 days posteclosion, *n* = 6) flies.

**Figure 1:**
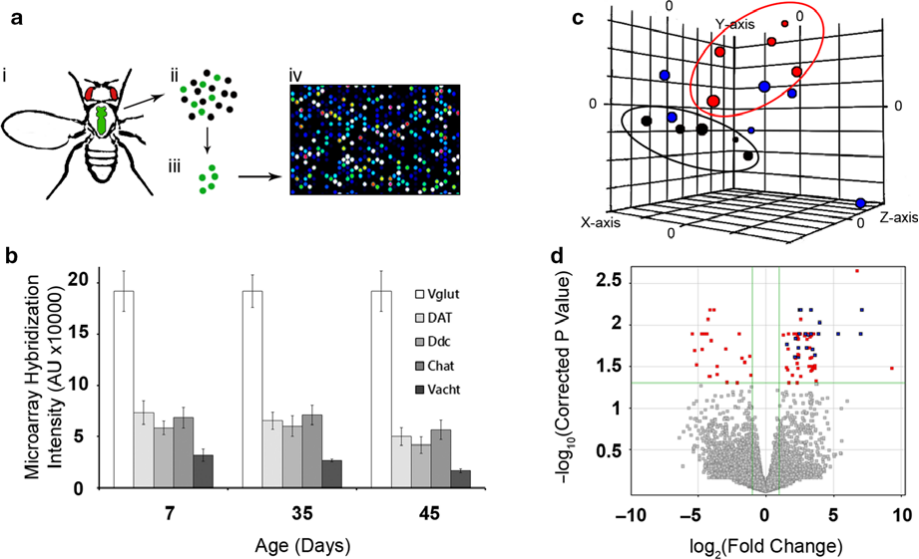
Transcriptome profiling from aging *Drosophila* motor neurons. (a) Scheme of sample preparation. (i) Lower thorax with GFP+ cells dissected. (ii) Collagenase homogenization. (iii) GFP‐positive cells are isolated via FACS. (iv) RNAs are isolated, amplified, converted to cDNA, and hybridized on microarray. (b) Neurotransmitter synthesis gene levels across age conditions. Each bar represents an average of several features representing that gene on the microarray from all fly groups of the age indicated on the *x*‐axis. (c) Principal component analysis (PCA) of individual array samples. Each colored circle on the plot indicates a sample hybridized to the microarray. Black circles—7 days old. Red circles—35 days old. Blue circles—45 days old. The elliptical shapes encircle the 7‐day and 35‐day groupings. Principal components 1, 2, and 3 are plotted on the *x*‐axis, *y*‐axis, and z‐axis. Grid scale = 1,000 a.u. (d) Volcano plot (after Benjamini–Hochberg correction for multiple testing) of 7‐day‐old vs. 45‐day‐old samples (averaged by age). Points on the right side of the plot are upregulated in the 45‐day‐old samples. Features changing by more than twofold with a *p*‐value of lower than .05 are highlighted in red. Features corresponding to the *dMMP1* gene are highlighted in blue

We considered a possible serious confounding condition for our approach—if our D42 driver was inconsistently active across age (i.e., driving in non‐MN cells as a consequence of aging), it could lead to differential gene expression from different tissue types being mistaken for age‐driven changes. To rule out this possibility, we looked at the relative levels of neurotransmitter synthesis genes, which are highly indicative of final differentiated neuronal identity (Figure 1b). 

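Choline acetyltransferase (ChAT) and the vesicular acetylcholine transporter (VAChT) mark cholinergic neurons, while the dopamine transporter (DAT) and dopa decarboxylase (Ddc) mark aminergic neurons. For each gene the mean over its features was compared between ages, and limma's p-values were adjusted over all 12978 genes. ChAT, with 2 features, had a mean intensity of 57373 ± 15453 (SD, n = 5) at 7 days, 75732 ± 20698 (SD, n = 5) at 35 days and 59918 ± 18809 (SD, n = 6) at 45 days. On the normalized log2 scale ChAT fell by 0.10 from 7 to 45 days (limma, adjusted p = 0.87). Ddc, with 2 features, fell by 0.79 (limma, adjusted p = 0.60), with an SD of 0.46 between the 7-day-old and 0.87 between the 45-day-old arrays. VAChT, with 3 features, fell by 0.46 (limma, adjusted p = 0.76), and its features differed, since 1 was higher and 2 were lower at 45 days. DAT, with 3 features, fell by 0.54 (limma, adjusted p = 0.92), and its arrays were spread over an SD of 2.94 at 7 days and 2.84 at 45 days. No single DAT feature was above background on all 16 arrays. From 7 to 35 days the largest change among the 4 genes was in DAT, which fell by 2.20 (limma, adjusted p = 0.36). Across the 3 pairs of ages, 0 of these genes passed the threshold over all genes or adjusted over the list alone, where the lowest p was 0.27, and 0 had an unadjusted p under 0.05. The sign of 2 of the changes from 7 to 45 days depends on the processing. With each array scaled by its median, the change in ChAT was 0.22. The change in DAT was 0.12 when the brightest feature stood for the gene, 0.043 with the slide row in the model, 0.057 without 45-day-old replicate 3 and 0.086 without 45-day-old replicate 4. VGlut could not be measured, since no feature could be paired with its symbol. A feature for it may be among the 10359 features without a symbol. The paper uses VGluT staining to define the motor nerve terminal, and the 4 genes tested leave this marker out.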

We did not find any evidence to suggest major shifts in the D42 driver cell type, and the pattern of relative expression was stable across all tested ages. We performed principal component analysis (PCA) on our dataset as part of the quality control workflow on the microarrays. We predicted that samples would cluster tightly according to age. 

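Principal components were computed from the log2 values of the 44603 features with a value on every array. The first 3 components held 14.2%, 11.6% and 8.10% of the variance. To put a number on the grouping, the distance between a pair of arrays was taken as the root of their mean squared log2 difference, and each array was given its mean distance to the other arrays of its age. This distance was 1.67 ± 0.086 (SD, n = 5) at 7 days, 2.08 ± 0.058 (SD, n = 5) at 35 days and 2.12 ± 0.16 (SD, n = 6) at 45 days. It was larger at 45 than at 7 days by 0.44 (two-sided exact permutation test, p = 0.0022, the smallest that 5 arrays against 6 allow). It was also larger at 35 than at 7 days by 0.41 (two-sided exact permutation test, p = 0.0079, the smallest that 5 against 5 allow). The 35-day-old and 45-day-old arrays did not differ in it (difference 0.033, two-sided exact permutation test, p = 0.80). Distances within an age share arrays, so these values are not fully independent. The most distant array was 45-day-old replicate 4, at 2.41. The difference between 7 and 45 days ranged from 0.28, with a normexp background correction chosen after seeing the data, to 0.60, with each array scaled by its median. It was 0.29 without 45-day-old replicate 4.

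**Figure D1:**
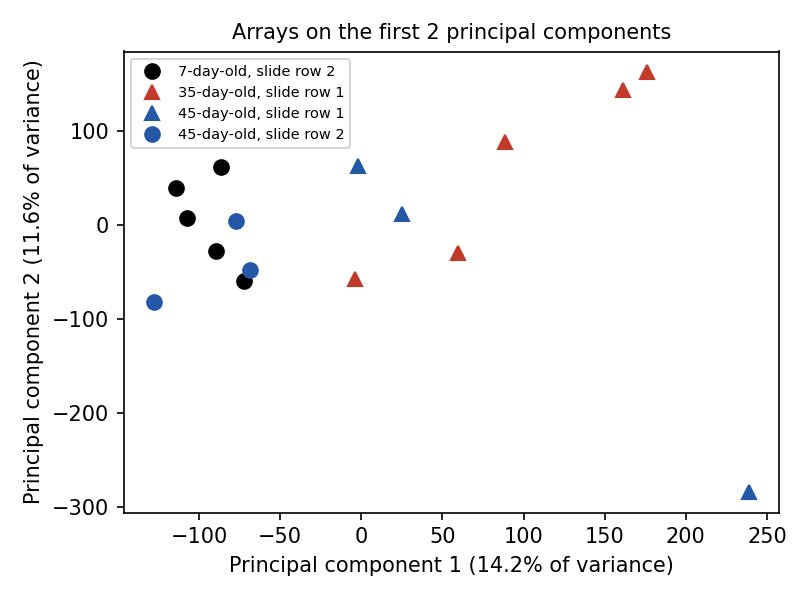
Each point is 1 array, placed by its value on the first (x axis) and second (y axis) principal component of the log2 signals, in arbitrary units. Color gives the age, and triangles and circles give slide rows 1 and 2. The 5 7-day-old arrays lie between -114 and -72.4 on the first component and the 6 45-day-old arrays between -128 and 239.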

The 7‐day‐old samples clustered together well, but older samples had more intrinsic variation and the 45‐day‐old samples did not group well (Figure 1c). This indicated that gene expression patterns might be more stable in young MNs and did not rule out the possibility that gene dysregulation was contributing to age‐dependent motor dysfunction phenotypes.

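The first component also followed the position of the arrays on the slide. All 8 arrays in row 1 had a value of -3.81 or above and all 8 arrays in row 2 a value of -68.7 or below. The 45-day-old arrays lie in both rows, and those in row 1 had a mean first component 179 above those in row 2 (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). The tests of spread above do not take the rows into account. Within row 2 the mean distance between 45-day-old arrays was 1.97, against 1.67 between the 7-day-old arrays, and this gap was not tested. Within row 1 it was 2.19 between 45-day-old and 2.08 between 35-day-old arrays.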

We performed several conservative statistical analyses on the finished dataset. Initially, we hypothesized we would see a large number of transcripts altered with age. 

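A moderated F test (limma) over the 3 ages and all 16 arrays found 264 of 45366 features, or 0.582%, at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 9373. The 264 features carry 89 gene symbols, and 81 of them belong to dumpy (dpy), which encodes a large protein of the extracellular matrix, and 33 to dMMP1. With 1 value per gene, taken as the mean over its features, 15 of 12978 genes passed and 2367 had an unadjusted p under 0.05. Neither dumpy nor dMMP1 was among the 15. Between 7 and 35 days 44 features were past the threshold, of which 10 were higher and 34 lower at 35 days. Between 35 and 45 days 7 features were past it, all higher at 45 days, and 3563 had an unadjusted p under 0.05. These 7 belong to Nca (4 features), Cpr66D, dysc and CG7646 (1 each), which are named because they are so few and were chosen after their values were seen. The Cpr66D feature was not well above background on any 35-day-old array, so its change has only a lower bound. Of the features past the threshold between 7 and 45 days, 6 were also past it between 7 and 35 days. The number across the 3 ages moved most when arrays were weighted by their quality, to 4650 features. It was 3785 without 35-day-old replicate 4, 171 without 35-day-old replicate 3 and 163 without 7-day-old replicate 1. The 7 features between 35 and 45 days became 1 to 4 when any one of the 11 arrays was left out.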

Surprisingly, analysis of differentially expressed genes across all pairwise conditions (7 vs. 35, 7 vs. 45, and 35 vs. 45) after ANOVA yielded a small list of microarray features, with many mapping to the same gene (Table S2). This indicated that most genes did not change significantly across the tested ages. 

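How many features lie below an unadjusted p of 0.05 depends on the pair of ages. There were 12323 (27.2%) between 7 and 35 days, 3839 (8.46%) between 7 and 45 days and 3563 (7.85%) between 35 and 45 days. The median change of all features was -0.41 from 7 to 35 days, -0.20 from 7 to 45 days and 0.21 from 35 to 45 days, so single changes are relative to these shifts. Scaling each array by its median took them to -0.059, 0.13 and 0.19. The direction of the calls between 7 and 35 days followed the scaling, with 22.7% of 44 features higher at 35 days under the 75th percentile, 65.3% of 72 under quantile normalization and 75% of 184 under median scaling, where 78 of the 184 were dumpy features. Their number also depended on single arrays. It was 4974 without 35-day-old replicate 4, 29 without replicate 3 and 20 without replicate 2 of that age, and 25, 194 and 138 without 7-day-old replicates 1, 3 and 5. The tests were run on simulated arrays with the measured spread and 200 changed features. Between 7 and 45 days they recovered 44% of features changed by 2 on the log2 scale and 64.5% of those changed by 3, and between 7 and 35 days 35% and 64%.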

We focused on the transcripts that changed most robustly across age by performing a Volcano plot‐mediated *t* test between the 7‐day‐old and 45‐day‐old samples (Figure 1d). This analysis revealed 176 microarray features changing with age, corresponding to 40 unique annotated genes, of which 18 were downregulated and 21 were upregulated (Table S2).

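Between the 5 7-day-old and 6 45-day-old arrays 170 features were past the threshold (limma), 149 of them higher and 21 lower at 45 days. They carry 33 gene symbols, 18 with higher and 15 with lower features, and 16 features have no symbol. Dumpy contributes 81 features and dMMP1 39, together 70.6% of the total, while 28 symbols have 1 feature each. For 11 of the 170 features, no array of one of the ages was well above background. With 1 value per gene, only CR40597 was past the threshold, and 1180 genes had an unadjusted p under 0.05. Between 7 and 35 days, which uses the same 7-day-old arrays, 14 genes were past it. CR40597 was among them, with a rise of 3.63 (limma, adjusted p = 0.023). CR40597 has 1 feature at positions 9701438 to 9701497 of the unplaced sequence Uextra. Its log2 signal relative to the 75th percentile was -2.91 ± 1.05 (SD, n = 5) at 7 days and 1.07 ± 0.39 (SD, n = 6) at 45 days. The change of 3.98 (standard error 0.44) had an adjusted p of 0.033 from limma, and each of the 6 45-day-old arrays was above all 7-day-old arrays (two-sided exact permutation test, p = 0.0022). It was 3.89 within slide 1 and 4.08 within slide 2, and CR40597 was no longer past the threshold without 45-day-old replicate 2 or without 7-day-old replicate 1 or 2. The same held with median scaling (limma, adjusted p = 0.071), with the slide row in the model (limma, adjusted p = 0.16) and with only arrays in slide row 2 (limma, adjusted p = 0.12). Over all alternatives its adjusted p from limma lay between 0.00053 and 0.32. With the slide as a block, 170 features were past the threshold, and 160 of these were also past it without the block. Within slide 1 alone 19 features passed, and within slide 2 alone 7. Apart from the block of replicate numbers, the number moved most, to 27, when only arrays in slide row 2 were compared, which leaves 3 45-day-old arrays.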

### 2.2 dMMP1 increases with age in drosophila motor neurons

Notably, the *dMMP1* gene was ubiquitously represented (40/40 features on the microarray, corresponding to three distinct probe sequences) in our mediated *t* test (Figure 1d), meaning that microarray features associated with *dMMP1* were consistently changing across age. 

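The scanner files pair 103 features with dMMP1 (Mmp1), 100 of them custom features for its transcripts. The sequences of the features are not given, but Table S2 places dMMP1 features at 3 positions on chromosome 2R, from 20559063 to 20559122, from 20559814 to 20560117 and from 20562221 to 20562280. The scanner files name genome build dm3. Between 7 and 45 days 39 of the 103 features were past the threshold (limma, adjusted p from 0.0074 to 0.045), and these were 4.52 to 13.3-fold higher at 45 days. In all, 102 of the 103 features were higher at 45 days. Of the 48 features above background on every array, all were higher and 38 were past the threshold. The mean over all dMMP1 features, as log2 signal relative to the 75th percentile, was -5.57 ± 0.50 (SD, n = 5) at 7 days, -4.82 ± 1.53 (SD, n = 5) at 35 days and -3.44 ± 0.61 (SD, n = 6) at 45 days. From 7 to 45 days it rose by 2.13 (standard error 0.34), and all 6 45-day-old arrays lay above all 7-day-old arrays (two-sided exact permutation test, p = 0.0022, the smallest possible). Among 12978 genes this change had an adjusted p of 0.087 from limma and was not past the threshold. The rise from 7 to 35 days was 0.74 (standard error 0.67, limma, adjusted p = 0.56), and 3 of 5 35-day-old arrays lay above all 7-day-old arrays. Between these ages the 48 features above background on every array had a median log2 change of 1.61. The other 55 had one of -1.30, so the mean depends on dim features. From 35 to 45 days the mean over all dMMP1 features rose by 1.39 (limma, adjusted p = 0.53). Within slide 1 dMMP1 rose by 1.93 from 7 to 45 days and within slide 2 by 2.41, and in each slide the 3 45-day-old arrays lay above the 7-day-old ones. With the slide as a block the rise was 2.20 (limma, adjusted p = 0.061). The number of dMMP1 features past the threshold was 7 with the slide row in the model and 0 (limma) when only the 8 arrays in slide row 2 were used, where the mean rose by 2.15. It was 18 to 22 when 7-day-old replicate 1 or 45-day-old replicate 1, 3, 4 or 6 was left out. Over all alternatives the adjusted p of the gene value from limma lay between 0.021 and 0.48. From the representation of dMMP1 features in its t test, the paper concludes that these features changed consistently across age.

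**Figure D2:**
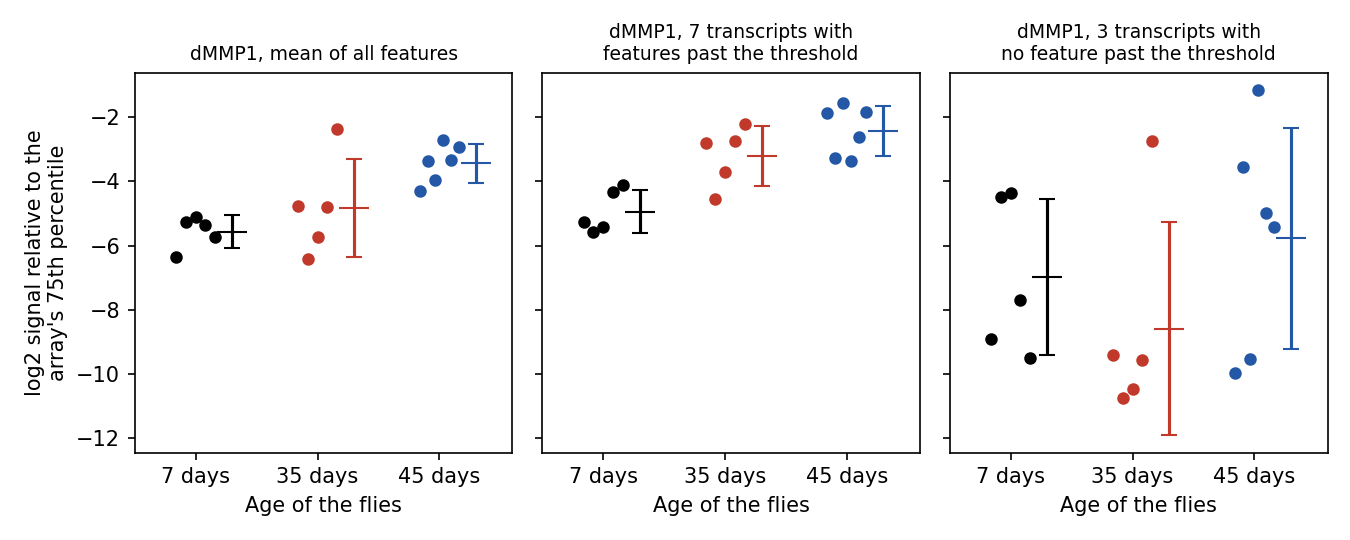
Points are single arrays, and bars give the mean ± SD of each age (5, 5 and 6 arrays). The x axis gives the age and the y axis the log2 signal relative to the 75th percentile of the array, as the mean over all 103 dMMP1 features, over the features of 7 transcripts and over those of the other 3 transcripts. In the first panel the 45-day-old arrays all lie above the 7-day-old arrays, and in the third the ages overlap.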

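The custom dMMP1 features are designed against 10 transcripts, with a median of 10 features each. For 7 transcripts 4 to 6 features were past the threshold, and the median log2 change of the features of these transcripts was 2.40 from 7 to 45 days. Features of different transcripts can lie in shared exons, and the paper gives 3 distinct probe sequences for its 40 dMMP1 features. The 7 transcripts are therefore not independent evidence, and a rise of single transcripts cannot be read from them. For the other 3 transcripts, listed as FBtr0273264, FBtr0304006 and FBtr0304007, 0 of 31 features were past it (limma), 0 had an unadjusted p under 0.05, and their log2 changes lay between 0.43 and 1.60. These 31 features were above background on only 7 to 9 of the 16 arrays and had a median SD of 2.48 between 7-day-old and 3.46 between 45-day-old arrays. Their mean did not differ between 7 and 45 days beyond this spread (two-sided exact permutation test, p = 0.53). They went up and down together across arrays, with a median correlation of 0.991 between features.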

A heatmap of all 40 *dMMP1* features on our microarray visually displays the change in expression across age (Figure 2a). Because of the strong and consistent signal on our arrays from all of the features of this gene, we opted to focus our downstream analysis on the role of *dMMP1* in MN aging. To verify and further expand on the results of our microarray, we performed qRT–PCR on nonamplified RNAs from FACS‐purified MNs (eliminating amplification as a potential source of artifactual results). We found that levels of the *dMMP1* transcript could also be reliably detected by qRT–PCR and that levels increased consistently in an age‐dependent manner (Figure 2b). We reasoned that increased dMMP1 transcript could have a detectable effect on the amount of dMMP1 protein in the nervous system. To test this, we dissected and isolated thoracic ganglions from adult flies of increasing age and performed Western immunoblotting of dMMP1. In concordance with the transcription data, dMMP1 protein showed a marked and consistent increase in expression (Figure 2c). Notably, dMMP1 does not show a clear increase with age in the whole body of flies (Figure 2d), and this does not rule out the possibility that *dMMP1* increases in non‐nervous system tissues, but it demonstrates it is not a general phenomenon happening in all tissues.

**Figure 2:**
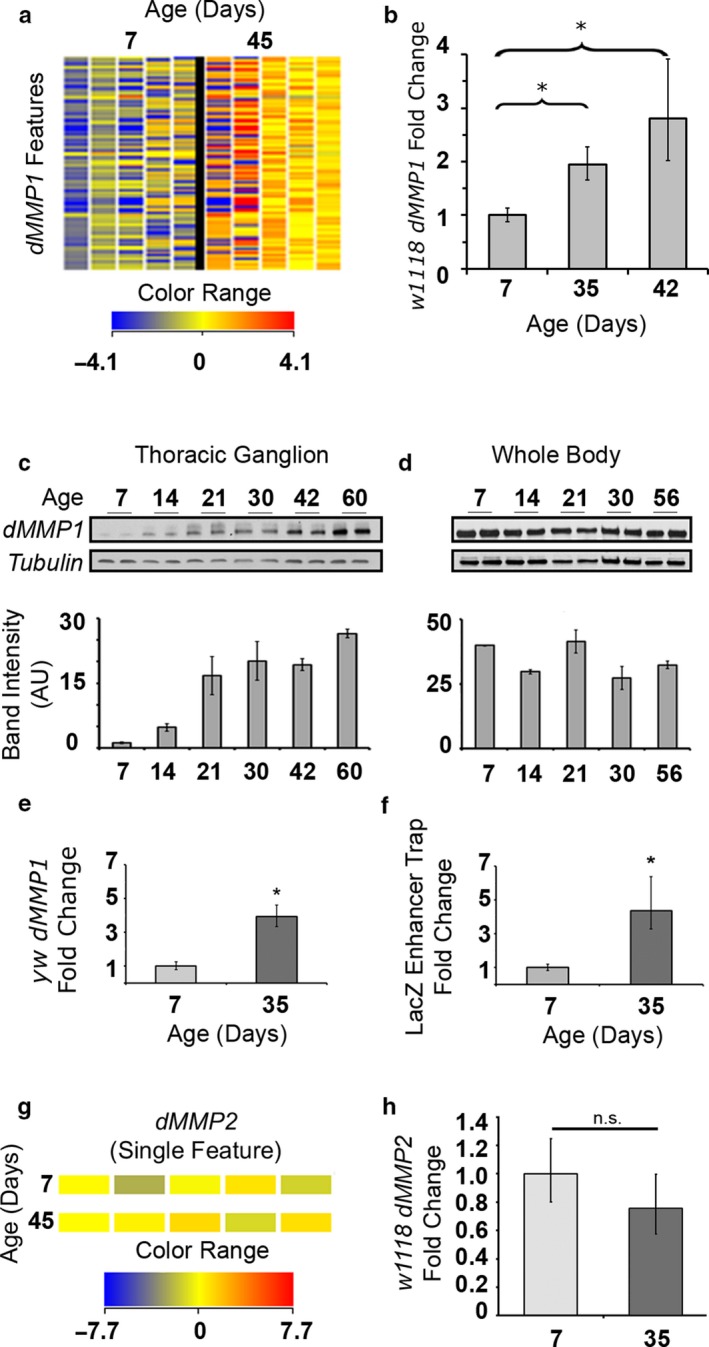
Expression profile of the *dMMP1* gene with age in motor neurons. (a) Heatmap (not averaged) of all dMMP1 features on microarray. Five 7‐day‐old samples are shown in the left column, and five 45‐day‐old samples are shown in the right column. Each row represents a feature on the microarray corresponding to *dMMP1*. More highly expressed features in the 45‐day‐old sample are shown in redder shades. The color range bar indicates how blue‐red shade corresponds to fold change expression. (b) qRT–PCR of *dMMP1* transcripts from sorted motor neuron RNA extracts. Age of sorted neurons is indicated on the *x*‐axis. Fold change was calculated relative to the 7‐day‐old sample. Error bars = 1*SD*. *p <* *.05 via Student's *t* test. (c) Western immunoblot of dMMP1 protein, thoracic ganglion extracts from flies of increasing age (tubulin loading control). Quantification of band intensity is shown below the blot, normalized to tubulin signal. Error bar = 1 *SD*. (d) Western immunoblot of dMMP1 protein, whole‐body extracts from flies of increasing age (tubulin loading control). Quantification of band intensity is shown below the blot, normalized to tubulin signal. Error bar = 1 *SD*. (e) qRT–PCR of *dMMP1* transcripts from thoracic ganglion RNA extract (yw genetic background). Age of flies is indicated in the *x*‐axis. Fold change was calculated relative to the 7‐day‐old sample. Error bars = 1*SD*. *p <* *.05 via Student's *t* test. (f) qRT–PCR of *LacZ* transcripts from thoracic ganglion RNA extracts (yw genetic background). Age of flies is indicated on the *x*‐axis. Fold change was calculated relative to the 7‐day‐old sample. Error bars = 1*SD*. *p <* *.05 via Student's *t* test. Tubulin was used as the reference gene for all qRT–PCRs. (g) Heatmap (not averaged) of the single dMMP2 feature on the microarray. (h) qRT–PCR of *dMMP2* transcripts from sorted motor neuron RNA extracts

We also considered the possibility that *dMMP1* mRNA (and consequently protein) was accumulating due to a change in RNA stability, processing and turnover across age, rather than a result of direct transcriptional upregulation. To test this, we used a *LacZ* enhancer trap line with a mutagenic p‐element insertion in the *dMMP1* gene (Figure S2). Flies with one copy of the enhancer trap and one functional copy of dMMP1 (on the balancer chromosome) were allowed to age, and the relative transcript quantity of *dMMP1* (Figure 2e) and *LacZ* (Figure 2f) was contrasted in young and old fly thoracic ganglion by qRT–PCR. Although the genetic background of the *Drosophila* strain used for this experiment was *yellow*, the *dMMP1* increase was recapitulated, demonstrating that it is not idiosyncratic to the *w* ^*1118*^ strain used for our microarray. The *LacZ* transcript also increased in older flies supporting the interpretation that *dMMP1* message increases with age due to increased transcriptional activity downstream of the *dMMP1* promoter.

The *Drosophila* genome encodes another canonical matrix metalloproteinase, *dMMP2*, which serves similar functions as *dMMP1*. 

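dMMP2 (Mmp2) has 1 feature on the array. Its log2 signal relative to the 75th percentile was -1.94 ± 0.91 (SD, n = 5) at 7 days, -1.97 ± 0.70 (SD, n = 5) at 35 days and -3.70 ± 3.00 (SD, n = 6) at 45 days. The difference between 35 and 7 days was -0.030 (limma, adjusted p = 0.98). That between 45 and 7 days was -1.76 (standard error 1.29, limma, adjusted p = 0.67) and lay within the spread of the arrays (two-sided exact permutation test, p = 0.25). The wide spread at 45 days comes largely from replicate 4, where the feature was not above background, at -9.32. Without this array the difference was -0.63. With the arrays available, a fall of this size could not be told from no change.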

Even though this gene was not detected as changing significantly after automated statistical analysis, we directly queried our microarray data and found no evidence that dMMP2 was changing with aging in MNs with age (Figure 2g). We also tested this via qRT–PCR and again found no change in the expression of this gene (Figure 2h).

### 2.3 dMMP1 increases in response to physiological aging and pathological context

Given the stability of MN gene expression across age, we hypothesized that *dMMP1* transcript was increasing in response to physiological changes associated with aging, and not just accumulating in a chronologically driven manner. To test this, we repeated quantification experiments on flies that were exposed to different modulators of the aging process. One robust aging intervention is a dietary restriction, flies that eat fewer protein‐derived calories live longer. We evaluated the relative amount of *dMMP1* transcript in wild‐type flies reared on a 1× or 2× yeast diet for 14 days via qRT–PCR (Figure 3a) and Western immunoblot (Figure 3b). These assays revealed that flies raised on the 2× diet demonstrated increases in both *dMMP1* transcript levels and dMMP1 protein levels compared to flies raised on the 1× diet.

**Figure 3:**
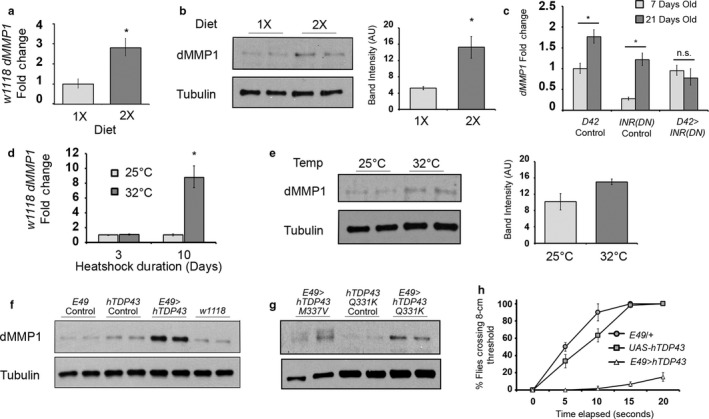
Expression profile of *dMMP1* after aging rate modulation. (a) qRT–PCR of *dMMP1* transcripts from thoracic ganglion RNA extracts (*w1118* genetic background, 14 days old). Diet is indicated on the *x*‐axis (1× and 2× yeast concentration, respectively). Fold change was calculated relative to the 1× diet sample. Error bars = 1*SD*. *p <* *.05 via Student's *t* test. (b) Western blot of dMMP1 protein and tubulin loading control from thoracic ganglion of flies on 1× and 2× diets. Quantification of band intensity is shown to the right of the blot, normalized to tubulin signal. Error bar = 1 *SD*. *p <* *.05 via Student's *t* test. (c) qRT–PCR of *dMMP1* transcripts after the abrogation of insulin signaling by *D42 > InR(DN)* in aging MNs. Sample age is indicated by bar color (light gray: 7‐day‐old, dark gray: 21‐day‐old). Fold change was calculated relative to the 7‐day‐old D42 driver control. Error bars = 1*SD*. *p <* *.05 via Student's *t* test. (d) qRT–PCR of *dMMP1* transcripts from thoracic ganglion RNA extracts (*w1118* genetic background). Left two bars are flies kept at 25°C or 32°C for a 3‐day exposure duration, and right bars are 10‐day temperature exposure duration. Fold change was calculated relative to the 25°C sample for the corresponding duration. Error bars = 1*SD*. *p <* *.05 via Student's *t* test. (e) Western blot of dMMP1 protein and tubulin loading control from thoracic ganglion of flies on 25°C or 32°C temperature exposure for 10 days. Quantification of band intensity is shown to the right of the blot, normalized to tubulin signal. Error bar = 1 *SD*. (f and g) Western blots of dMMP1 protein and tubulin loading controls from flies overexpressing hTDP43 and hTDP43 ALS‐associated mutations. Lane 1–2: *E49‐Gal4* driver. Lane 3–4: *UAS‐hTDP43* transgenic fly. Lane 5–6: *E49‐Gal4 > UAS‐hTDP43* experimental fly. (f) Lane 1–2: *E49‐Gal4* driver. Lane 3–4: *E49‐Gal4 > UAS‐hTDP43* ^*M337V*^ experimental fly. Lane 5–6: *UAS‐hTDP43* ^*Q331K*^. Lane 7–8: *E49‐Gal4 > UAS‐hTDP43* ^*Q331K*^ experimental fly. (h) Negative geotaxis assay of 7‐day‐old *E49 > hTDP43* flies. The *y*‐axis indicates % of flies crossing an 8‐cm threshold. The *x*‐axis indicated time in seconds after flies were tapped down

Reduced insulin signaling has also been shown to extend lifespan through mechanisms that are largely nonoverlapping with dietary restriction (Min et al., 2008). We tested whether reduced insulin signaling in MNs would be sufficient to limit the accumulation of dMMP1 in MNs. We used qRT–PCR to quantify the amount of *dMMP1* transcript in the thoracic ganglion of aging flies expressing a dominant negative insulin receptor (INR(DN)) under the control of the *D42‐Gal4* motor neuron driver (Figure 3c). Compared to driver and transgene controls, the *D42 > INR(DN)* flies did not show the expected dMMP1 increase 21 days after eclosing. A similar experiment performing the whole‐body (*Act5C‐Gal4* driver) RNAi of the insulin receptor substrate gene *Chico* did not show the same effect (Figure S3). Although we confirmed that *Act5 > Chico* ^*RNAi*^ was reducing *Chico* transcript abundance by less than 50% (Figure S4), this effect may not be strong enough in motor neurons to slow down the accumulation of dMMP1 after 21 days.

We also tested the effect of increased temperature (which shortens lifespan in flies (Miquel et al., 1976)). Flies were reared at 25 or 32°C for 3 or 10 days. qRT–PCR measurements of transcript levels for each duration were compared across temperatures. No detectable difference was seen between 25 and 32°C after 3 days. However, a significant increase in transcript level was detected between the temperatures after 10 days (Figure 3d). Protein levels were evaluated for a 10‐day temperature difference via Western blot (Figure 3e). A moderate (but not statistically significant) increase in *dMMP1* was seen in the 32°C condition.

Disease‐causing alleles can also cause the early manifestation of aging phenotypes. Human Tar‐DNA binding protein 43 (hTDP43) protein has been implicated in the molecular pathophysiology of ALS. It is found in protein inclusions in the affected nervous tissue of patients, and several mutations have been linked to the disease (Sreedharan et al., 2008). Due to toxicity associated with these transgenes, we overexpressed wild‐type hTDP43 with the *E49‐Gal4* driver (a limited MN driver) that resulted in viable adult flies for analysis. Immunoblot analysis of dMMP1 protein levels in thoracic ganglion tissue from flies overexpressing wild‐type hTDP43 showed dramatically increased levels of dMMP1 protein (Figure 3f). We performed similar overexpression experiments with mutant forms of hTDP43 (hTDP43‐M337V and hTDP43‐Q331K) that have been linked to familial ALS and found a significant increase in dMMP1 protein as well (Figure 3g; Lanson et al., 2011). The flies manifested severe motor defects during negative geotaxis (“wall climbing”) assays after overexpression of wild‐type hTDP43 protein (Figure 3h) as well as mutant forms (not shown). This was consistent with reports of the toxic effects of hTPD43 on fly neurons reported by other laboratories (Ishiguro et al., 2017).

Given the potential link between hTDP43‐induced dMMP1 accumulation and motor dysfunction, we tested if reducing the amount or activity of dMMP1 in an *E49 > hTDP43* context would be sufficient to rescue motor behavior deficits. We found that co‐expressing a transgene harboring an inhibitor of dMMP1 activity, the *Drosophila* tissue inhibitor of metalloproteinase 1 (dTIMP1), in the same motor neurons with hTDP43 was insufficient to rescue deficits in negative geotaxis (Figure S6A). We also expressed the deleterious *E49 > hTDP43* expression in a heterozygous null allele background of *dMMP1* (Figure S6B), and this failed to rescue the behavior phenotypes suggesting that the relationship between hTDP43 and motor defects involves other mechanisms (see Discussion).

### 2.4 Negative geotaxis after overexpression of dMMP1 in a subset of motor neurons

Because *dMMP1* expression in motor MNs correlates temporally with declines in behavior, we conjectured that *dMMP1* could be directly causing motor deficits to appear in old age. To test this, we decided to overexpress *dMMP1* with various pan‐neuronal and MN specific Gal4 drivers. Unfortunately, these turned out to be universally embryonic lethal (Table 1). This was unsurprising given the proteolytic activity of dMMP1 and the posited role of dMMP1 and dMMP2 in synaptogenesis and axon fasciculation/bundling (Dear et al., 2016; Miller et al., 2008). Fortuitously, the *E49‐Gal4* driver (a limited MN driver) was nonlethal and allowed the adult flies to eclose. Mild motor defects were observed in eclosed adults, so we performed negative geotaxis experiments on *E49‐Gal4, UAS‐dMMP1* flies. Experimental flies were deficient at self‐righting and climbing compared to control flies (Figure 4a). The effect became progressively stronger with age as well, possibly due to either accumulating damage from dMMP1 overexpression or from the added effect of the endogenous dMMP1 allele increasing expression with age.

**Table 1:** Summary of UAS‐*dMMP1* transgene effect in combination with different neuronal drivers. The expression of dMMP1 was embryonic lethal when driven pan‐neuronally. Crosses between the driver line and transgene line did not yield larvae. Restricted neuronal expression through the E49‐Gal4 driver (which expresses in neurons controlling feeding behavior) were viable and could be maintained indefinitely after recombination

*Gal4* driver name	Tissue expression	UAS‐*dMMP1* phenotype
*Elav C155*	All neurons	Embryonic lethal
*D42*	Motor neurons	Embryonic lethal
*D42,TubGal80* ^*TS*^	Motor neurons (Inducible)	Severe ataxia on induction^a^
*C380*	Motor neurons	Embryonic lethal
*OK6*	Motor neurons	Embryonic lethal
*E49*	Limited set of motor neurons	Mild ataxia, self‐righting defects

a Inducible *D42 > dMMP1* was also larval and adult lethal if allowed to remain on for >16 hr.

**Figure 4:**
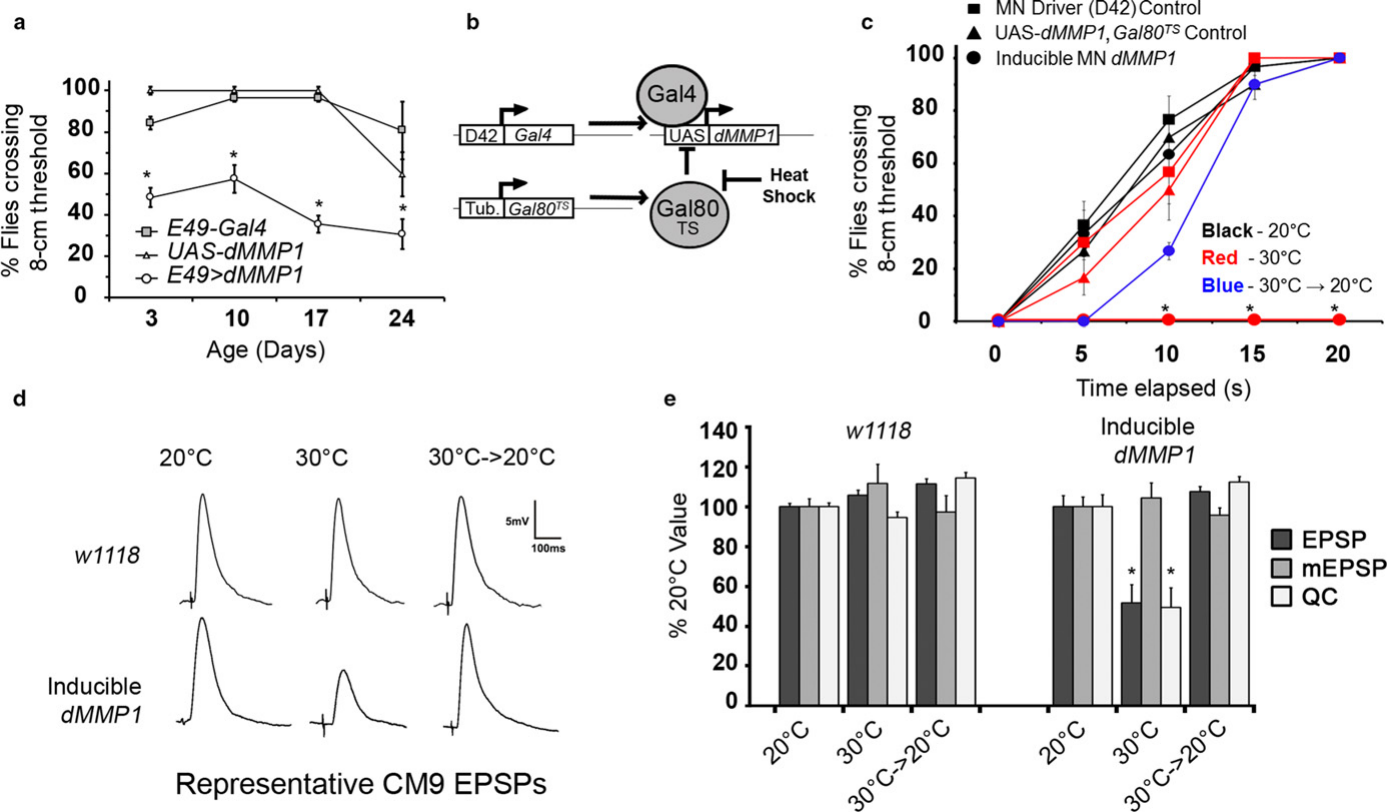
Motor behavior effects of dMMP1 expression in motor neurons. (a) Negative geotaxis assay of flies constitutively expressing dMMP1 in a subset of motor neurons. Square—E49‐*Gal4* driver control. Triangle—UAS‐*dMMP1* transgene control. Circle—E49 > *dMMP1*. *Y*‐axis shows the percentage of flies in the vial that were able to climb to an 8‐cm threshold after 10 s. The *x*‐axis shows the age of the tested flies. Error bars = 1*SD*. *p <* *.05 via one‐way ANOVA (*df* = 2, *F* = 33.64). (b) Scheme for heat‐inducible control of *dMMP1* expression in all motor neurons. White squares show genetic elements, and gray circles show their gene products. (c) Negative geotaxis assay of inducible dMMP1 flies (3 days posteclosion). Squares—D42‐*Gal4* MN driver controls; Triangles—UAS‐*dMMP1*,Tub‐*Gal80* ^*TS*^ transgene controls; D42 > *dMMP1,* Tub‐*Gal80* ^*TS*^ inducible flies. Black—20°C (restrictive temperature); Red—30°C (dMMP1 permissive temperature, 20 hr); Blue—30°C→20°C switch (12 hr dMMP1 permitted, followed by 24‐hr recovery in nonpermissive temperature). Error bars = 1*SD*. *p < .05 *t* test pairwise comparison between inducible flies after heat shock and after recovery. (d) Representative traces of CM9 EPSPs under different dMMP1 induction conditions. (e) Electrophysiology of evoked CM9 MN neurotransmitter release, as measured by excitatory postsynaptic potential (EPSP). The *y*‐axis indicates the % change relative to the baseline (“20°C”). The *x*‐axis indicates temperature (“20°C”—dMMP1 restricted, “30°C” 12 hr after dMMP1 induction, and “30°C→20°C” 24‐hr recovery postinduction). Bar color indicates the EPSP, miniature EPSP (mEPSP), and Quantal Content (QC). One‐way ANOVA of *w1118* flies detected a small, but significant effect of temperature on QC (*p *<* *.000068, *F* = 15.68, *df* = 23). One‐way ANOVA of inducible dMMP1 flies confirmed the large QC reduction seen after dMMP1 induction was highly significant (*p *<* *.00001, *F* = 48.16, *df* = 23)

### 2.5 Negative geotaxis in after dMMP1 induction in all motor neurons

Because of the limited expression of the *E49*‐Gal4 driver and its expression in peripheral sensory neurons (Gordon & Scott, 2009), we created a fly line with the *D42‐Gal4, UAS‐dMMP1* system repressed by a temperature‐sensitive Gal80 (*UAS‐Gal80* ^*TS*^). The logic of the system is outlined in Figure 4b. Briefly, this line only activates MN *dMMP1* expression after being heat shocked at 30°C. We repeated the negative geotaxis test in this line in three conditions: before induction (20°C), 20 hr after induction (30°C), and 24 hr after recovery at 20°C following a 12‐hr induction (Figure 4c). The induction of *dMMP1* in all motor neurons created a dramatic phenotype, where initially the flies are impaired from climbing, and (if continued for 20 hr or more) are almost completely paralyzed. Notably, if these flies are allowed time to recover immediately after the climbing deficits become obvious but before becoming complexly unable to climb (~12 hr), they recover almost completely. This reversible phenotype implies that the defects seen in negative geotaxis are not due to cell death but due to a temporary problem in neuromuscular performance. A representative example of the acute (20 hr) deficit can be seen in Movie S2.

### 2.6 Electrophysiology of CM9 neuron after dMMP1 induction

Our laboratory has previously developed a NMJ model in the adult fly using the NMJs on the Cibarial muscle 9 (CM9) that allows for quantal analysis of the evoked excitatory postsynaptic potential (EPSP) using electrophysiology (Rawson et al., 2012). In addition to quantifying the amount of neurotransmitter released by the nerve terminal, referred to as quantal content (QC), this approach also allows us to directly measure the excitability of the muscle. We used the CM9 NMJ model to investigate the possibility that the motor defects manifested in the *dMMP1* inducible flies were caused by problems in synaptic transmission at the NMJ. We observed significant reductions in the size of the EPSP after induction of *dMMP1* in 3‐day‐old animals heat shocked for 16 hr. Representative traces of CM9 EPSPs from these analyses are shown in Figure 4d, and quantification is shown in Figure 4e. Because we did not observed a change in the amplitude of the EPSP resulting from the release of a single synaptic vesicle (mEPSP), we conclude that the reduction in the EPSP is due entirely to the reduction neurotransmitter release (QC). Consistent with negative geotaxis experiments, neurotransmission recovered after 24 hr of stopping transgenic *dMMP1* expression. These results suggest that acute *dMMP1* expression reversibly impedes the release of neurotransmitter from the presynaptic nerve terminal of the NMJ.

### 2.7 dMMP1 localizes to the NMJ synapse but does not cause morphological changes after overexpression

Given the role in extracellular matrix remodeling and synaptogenesis established for dMMP1, we performed immunofluorescent microscopy of the CM9 NMJ before and after induction of transgenic *dMMP1* to determine whether dMMP1 expression leads to remodeling of the NMJ. To visualize for the pre‐ and postsynaptic apparatus, we used antibodies to the synaptic vesicle protein VGluT and the postsynaptic PSD‐95 homologue Discs‐large (DLG) (Figure 5a). We observed no change in the number of boutons per muscle fiber or synaptic volume (Figure 5b,c). We also observed no evidence of “synaptic footprints” caused by retraction or die‐back of the motor neuron. These observations demonstrate that the increased expression of dMMP1 does not result in remodeling of the NMJ. This is consistent with previous analysis of CM9 NMJ morphology across age (Mahoney et al., 2014).

**Figure 5:**
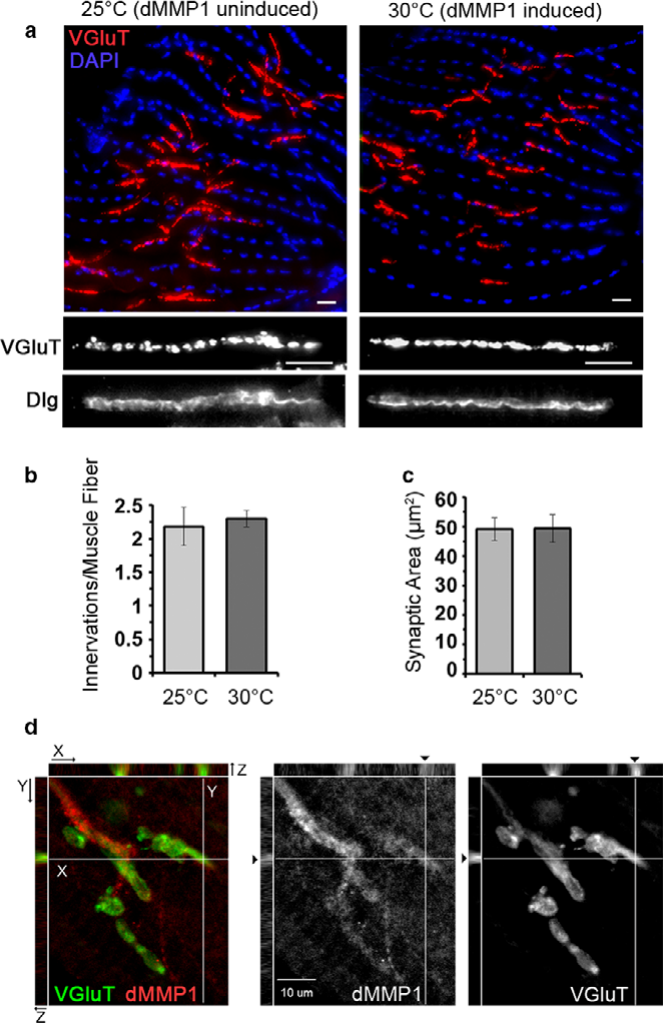
Immunostaining for morphological analysis of synapses at the CM9 NMJ. (a) Representative images of immunostained CM9 dissections before and after induction of transgenic dMMP1. Top panel is 40× magnification showing a whole representative CM9 muscle, and bottom panel is a higher magnification image of a representative bouton. (b) Quantification of number of boutons counted per CM9 muscle fiber. (c) Quantification of total synaptic volume as measured by masking total vGluT signal from boutons. (d) Three‐dimensional reconstruction of a CM9 NMJ showing localization of dMMP1 around axons (left panel) and in the presynaptic nerve terminal (right panel)

Because of the strong effect of dMMP1 overexpression on presynaptic function, we investigated whether dMMP1 might localize at the CM9 NMJ. We performed immunofluorescent microscopy of CM9 NMJs to ascertain whether dMMP1 can be detected at the presynaptic terminal. Near the NMJ, we found detectable dMMP1 in axons, especially at branch points, glial cells, and throughout the muscle. We also could detect dMMP1 at the NMJ, although at much lower levels than what we observe in the axon. To confirm that this staining was presynaptic, we generated three‐dimensional reconstructions of serially sectioned NMJs allowing us to determine that at least a portion of the dMMP1 immuno‐reactivity observed at the NMJ is found within the presynaptic nerve terminal as defined by VGluT staining (Figure 5d). It should be noted that we do not observe perfect co‐localization of dMMP1 and VGLuT, which is expected as dMMP1 has not been found on synaptic vesicles.

### 2.8 Negative geotaxis and survival after abrogation of dMMP1 in all motor neurons

Given that dMMP1 overexpression is sufficient to cause motor and electrophysiological deficits, we predicted that experimentally reducing the amount or activity of *dMMP1* in old animals could ameliorate declines in motor behavior and locomotion. We tested a publicly available *dMMP1* RNAi line (Bloomington #31489), but it did not seem to reduce the amount of *dMMP1* transcript detectable by qPCR (Figure S4). Therefore, we decided to overexpress the transgene harboring dTIMP (the inhibitor of MMPs) in all motor neurons and determine whether this manipulation of MMP activity could rescue the motor declines observed with age. In contrast to overexpression of *UAS‐dMMP1*, overexpression of *UAS‐dTIMP* in motor neurons using the *D42‐Gal4* was not lethal and eclosed adults had no obvious phenotypic defects. Negative geotaxis experiments on driver and transgene controls as well as *D42 > dTIMP* flies showed no significant differences in climbing behavior at early ages, but demonstrated a protective effect of dTIMP 37 days posteclosion that was maintained into old age (Figure 6). The protective effect of dTIMP on motor function led us to hypothesize that *dTIMP* overexpression in MNs might be sufficient to prolong *Drosophila* lifespan. We observed that mean and median lifespans were not significantly different between controls and *dTIMP‐*overexpressing flies, indicating that delaying the age‐dependent motor deficits by dTIMP overexpression in MNs is not sufficient to extend lifespan (Figure S5, Table S5).

**Figure 6:**
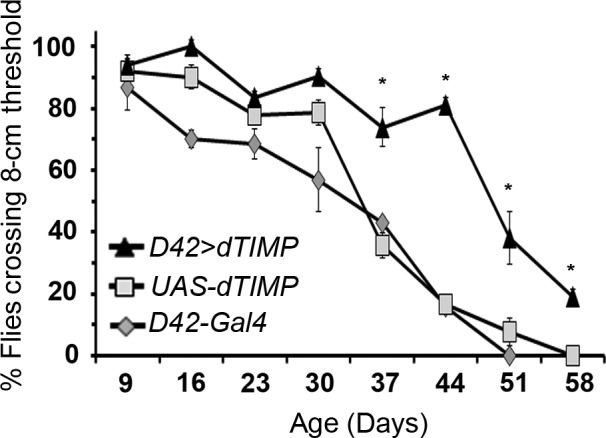
*Drosophila* tissue inhibitor of metalloproteinases (dTIMP) rescue of motor deficits. Negative geotaxis assay of flies constitutively expressing *dTIMP* in all motor neurons. Diamond‐ D42‐*Gal4* driver control. Square—UAS‐*dTIMP* transgene control. Triangle—D42 > *dTIMP*. The *y*‐axis shows the percentage of flies in the vial that were able to climb to an 8‐cm threshold after 10 s. The *x*‐axis shows the age of the tested flies. Error bars = 1*SD*. *p <* *.05 via one‐way ANOVA

## 3 DISCUSSION

### 3.1 Transcriptomics of motor neurons

Age is the most important predictor of neurodegenerative diseases such as Alzheimer's disease, Parkinson's disease, and amyotrophic lateral sclerosis (ALS). However, we still do not know how age interacts with disease alleles and environmental insults to cause neurodegeneration. We predicted that neuron‐specific changes in the transcriptome driven by aging could represent genes that are key factors in the pathogenesis of neurodegeneration. We tested this by querying the transcriptome of motor neurons from *D. melanogaster* across age. Differential transcriptomics approaches have been previously used to investigate the effects of aging on gene expression. Some of these studies have been performed on whole animals or whole organ systems (Baumgart et al., 2014; Cannon et al., 2017; Fraser et al., 2005; Lee et al., 2000; Lu et al., 2004; Pletcher et al., 2002). These approaches have yielded insights into the aging process. However, due to noise from heterogenic tissue in these preparations, it is possible that cell‐ and tissue‐specific dysfunctions are occluded in these approaches. Our analysis limited itself to one highly homogenous postmitotic cell type, allowing us to connect changes in the transcriptome to changes in physiological function. Our analysis revealed that in MNs surprisingly, few transcripts change significantly during aging and that most genes, such as the neurotransmitter synthesis genes associated with cell identity, were expressed stably across the ages tested (Figure 1b). It is possible we may have observed more substantial changes if we had profiled across a wider aging window, although we found it difficult to generate consistent probes from old motor neurons. Additionally, our statistical analysis was conservative and so may be underestimating the number of transcripts significantly altered with age. Alternatively, MNs in *Drosophila* could have a particularly stable transcriptome due to their postmitotic state and highly stereotyped neuronal identity that is strictly maintained.

### 3.2 MMPs represent susceptibility factors for neurodegeneration

Our laboratory and others have previously shown that *Drosophila* experience age‐dependent declines in motor behavior, analogous to the declines seen in mammals. We found that the gene encoding the *Drosophila* homolog of the matrix metalloproteinases 1 (*dMMP1*) consistently and dramatically changed expression with age. Because the increases in *dMMP1* correlate with declines in motor behaviors, we tested if *dMMP1* expression alone was sufficient to recapitulate behavioral deficits. We found that by driving *dMMP1* in a small subset of MNs constitutively or by induced overexpression in all MNs, we could elicit reversible climbing deficits (Figure 4a‐c). Consistent with these observations, we found that neurotransmission at the NMJ was reversibly disrupted in response to the same acute overexpression paradigm (Figure 4d,e). This correlation implies that an initial mechanism of action by which dMMP1 impairs motor function in old animals is by disrupting the release of neurotransmitter at the NMJ. A decrease in neurotransmission at the CM9 NMJ was previously described at old ages (Mahoney et al., 2014).

It is unclear how *dMMP1* alters synapse function. Recent work has implicated MMP activity as important for synaptogenesis during larval development (Dear et al., 2016). Our ability to detect dMMP1 protein around axons and near boutons in the adult NMJ is consistent with these findings although we observe no effect of increased dMMP1 expression on synaptic innervation or growth in the adult. Dear et al. also reported that MMPs could inhibit neurotransmission by altering *Wnt* signaling. Review of our microarray data found no evidence that *wingless* signaling was altered during aging (Table S2).

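The Wnt sheet of Table S2 was used as far as the copy at hand holds it, 58 features of 8 genes, with further lines left out, so no test of the list as a set was run. Between 7 and 45 days 0 of the 58 features were past the threshold (limma), the lowest adjusted p was 0.16, and 4 had an unadjusted p under 0.05. Of the features, 17 were higher and the others lower at 45 days, with a median log2 change of -0.29, while the median of the 8 gene values was 0.068. With 1 value per gene, 0 of the 8 genes passed over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. This gene was naked cuticle (nkd), with 32 features, which fell by 0.63 (standard error 0.23, limma, adjusted p = 0.50). Of the 6 45-day-old arrays, 4 lay below all 7-day-old arrays for nkd (two-sided exact permutation test, p = 0.017). wingless (wg) itself, with 3 features, was above background on 2 of 5 7-day-old and 1 of 6 45-day-old arrays and cannot be judged from these signals.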

*MMP* upregulation with age may have important implications for neurodegenerative disorders in humans. A recent paper (Kaplan et al., 2014) demonstrated that one of the key molecular differences between MNs that are vulnerable to ALS progression and those that are not is the expression of MMP9. These researchers showed that MMP9 was highly expressed in subpopulations of motor neurons that are more susceptible to degeneration in the presence of a human ALS mutation (SOD1‐G93A). Tantalizingly, we found that by overexpressing hTDP43 in neurons, we were able to dramatically accelerate the rate of dMMP1 accumulation in the thoracic ganglion (Figure 3f,g). We cannot rule out the possibility that this is a noncell autonomous response, as qRT–PCR from sorted *E49 > GFP, hTDP43* MNs only showed a small nonsignificant increase in the dMMP1 transcript (data not shown), or that this is due to changes in protein turnover. Regardless, the increase in MMP protein in response to overexpression of TDP43 suggests a potential pathogenic mechanism for ALS.

Our data also illustrate important differences between the effects of aging and neurodegenerative disease‐causing mutations on motor function. Under both conditions, aging and neuronal overexpression of hTDP‐43, we observe that the flies have pronounced motor deficits and elevated levels of dMMP1. We find that in the case of aged flies, inhibition of dMMP1 activity reduces the observed deficits in motor function supporting the model that increasing *dMMP1* expression in motor neurons is an important contributor to the declines in motor function observed during aging. In contrast, a similar inhibition of dMMP1 activity did not improve motor function in flies expressing *hTDP‐43*. We interpret this result to indicate that the hTDP‐43‐expressing flies are succumbing to pathologic mechanisms other than those associated with increasing dMMP1. Perhaps this is not surprising given the function of TDP‐43, a ubiquitously expressed RNA‐binding protein involved in RNA processing and nuclear export that binds to a broad range of mRNAs (Buratti & Baralle, 2010; Tollervey et al., 2011). It should be noted that to date, no matrix metalloproteinase mRNAs have been reported to require TDP‐43 for normal expression. Finally, the observation that dMMP1 protein levels are increased in hTDP‐43‐expressing flies, but does not contribute to motor dysfunction, suggests that potentially dMMP1 function is altered in the TDP‐43‐overexpressing neurons. We currently do not know what isoforms of dMMP1 are being expressed during aging and in response to TDP‐43 overexpression but it is possible that these two conditions have very different isoform expression patterns. Given the important role of MMP‐9 in the SOD‐1 model of ALS (Kaplan et al., 2014), these data highlight the difficulty in assigning specific genetic mechanisms to the pathogenesis of neurodegeneration in the TDP‐43 models of ALS.

### 3.3 Metalloproteinases as Antagonistically Pleiotropic Genes

The theory of antagonistic pleiotropy predicts that organisms will carry genes that give a benefit at a young age, but exact a fitness cost after reproduction (Williams, 1957). Matrix metalloproteinase genes are excellent candidates—they are required to shape the tissues of the developing metazoan into the forms required to survive and reproduce. In *Drosophila*, dMMP1 is required throughout the peripheral nervous system for normal development including axon fasciculation and the remodeling of both dendrites and nerve terminals (Dear et al., 2016; Meyer & Aberle, 2006; Miller et al., 2008). After development, the dMMP1 expression is clamped down in the adult peripheral nervous system, including the MNs. We now show that the repression of *dMMP1* expression within the MNs is gradually lost during aging resulting in deleterious consequences for the organism.

Mammalian MMPs such as MMP9 are required for normal tissue remodeling during development of the nervous system and other tissues (Ethell & Ethell, 2007; Page‐McCaw et al., 2007). This includes MMP9, which is required for circuit and synaptic reorganization and plasticity within the adult brain (Wiera et al., 2013). But MMPs have also been identified as potential molecular players in neurodegenerative disorders, including ALS, PD, and AD (Beuche et al., 2000; Kiaei et al., 2007; Lim et al., 1996; Rosenberg, 2009). MMPs are also known to be upregulated in aging skin and metastatic tumors (Fingleton, 2006; Jenkins, 2002). And the expression of MMP3, MMP1, and MMP13 is part of the senescence‐associated secretory phenotype (SASP) in mammalian cells (Coppe et al., 2010; Parrinello et al., 2005).

How does aging result in increased *dMMP1* expression? One possibility is aging alters dMMP1 transcription via the oxidation of promoter, enhancer, or repressor DNA sequences (Ghosh & Mitchell, 1999; Lu et al., 2004). However, in our experiments with *chico* ^RNAi^ (which is predicted to increase antioxidant pathways) and the free radical generator paraquat, we did not observe effects on dMMP1 accumulation (Figure S3B). We also considered the possibility that dMMP1 increase was mediated through a JNK pathway inflammatory response. 

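The JNK sheet of Table S2 lists 14 features of 6 genes, picked by hand by the authors. Between 7 and 45 days 0 of these features were past the threshold (limma), the lowest adjusted p was 0.18 and 3 had an unadjusted p under 0.05. The 3 are the features of Metallothionein A (MtnA). MtnA, as the mean over its features, rose by 1.95 (standard error 0.56) from 0.94 ± 1.30 (SD, n = 5) at 7 days to 2.88 ± 0.61 (SD, n = 6) at 45 days. Its adjusted p from limma was 0.38 over all genes, and it was 1 of 6 genes past the threshold adjusted over the list alone. For MtnA 5 of 6 45-day-old arrays lay above all 7-day-old arrays (two-sided exact permutation test, p = 0.0065). 1 MtnA feature was also past the F test across the 3 ages (limma, adjusted p = 0.045). Of the other genes of the sheet, GstD1 rose by 0.42, and Hsp68, Fer1HCH, puckered (puc) and Usp47 fell by 0.64, 0.35, 0.29 and 0.044, with adjusted p from limma between 0.60 and 0.98. The median log2 change of the 6 genes was -0.17, their mean 0.17, and as a set they did not shift (fry, limma's rotation test for sets of genes, adjusted p = 0.86 over 8 lists). The median turned to 0.16 with median scaling and to 0.072 with the brightest feature of each gene.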

A review of our microarray data did not detect other genes known to be regulated by JNK signaling (Table S2). Further research will be needed to explore whether these or other epigenetic mechanisms are responsible for reactivation of MMPs during aging.

## 4 EXPERIMENTAL PROCEDURES

For a detailed description of *Drosophila* husbandry, RNA purification and amplification, qRT–PCR, Western blots and immunostaining, electrophysiology, negative geotaxis, and statistical analysis see Appendix S1—Methods. Primers used for qRT–PCR are listed in Table S4, and efficiency curves for primers are shown in Figure S1. Primary antibodies used and their concentrations are listed in Table S4.

### 4.1 Microarray hybridization and analysis

Cy3‐labeled cDNAs were hybridized to an Agilent custom *Drosophila* microarray (8 × 60 K format, Design ID: 065755) at the UTHSCSA Genomics Resource Core. Agilent Feature Extraction 11 software was used to convert the image signal to numerical values for each feature on the microarray. Data were analyzed using Agilent GeneSpring™ software, which also mapped the feature signal to the gene represented by that feature. Analysis workflow was initiated by loading the correct microarray technology, then adding the sample files and verifying through standard quality control measures that arrays were properly hybridized. 

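The deposited normalized table was set against the scanner files to see what its values are. Each of its 16 columns was followed closely by log2 intensity minus the 75th percentile of the same array, minus the median of each feature over the 16 arrays. The correlation of a column with its own array computed this way was 0.992 to 0.999, against at most 0.355 with any other array. The medians of the columns ran from -0.49 to 0.27. The centering on the median of each feature is not described in the methods. It does not change differences between ages, and with this table in place of the scanner files 171 features were past the threshold between 7 and 45 days.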

Normalization was carried out via 75th percentile normalization (the default setting for Agilent single‐color technologies). Samples were assigned a parameter “AGE” with values of “Young,” “Pre‐ADP,” and “Post‐ADP.” Analysis included principal component analysis (PCA), unbiased hierarchical clustering of averaged feature intensity, volcano plot analysis of differentially expressed genes across conditions, ANOVA tests across multiple conditions. All tests were carried out under Benjamini–Hochberg correction for multiple testing. Full data set was deposited to NCBI GEO under accession number GSE106632.

## AUTHOR CONTRIBUTIONS

J.A. designed experiments; performed molecular biology, microarray analysis, negative geotaxis experiments, immunostaining, survival analysis; and wrote the manuscript. R.E.M. performed negative geotaxis experiments and electrophysiology. B.A.E. designed experiments and wrote the manuscript.

## CONFLICT OF INTEREST

None declared.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Transcriptomics of aged Drosophila motor neurons reveals a matrix metalloproteinase that impairs motor function
**Source:** Aging Cell. 2018 Feb 7;17(2):e12729. doi: 10.1111/acel.12729
**Supplement:** Supplementary file 12

*Fly Husbandry*

The *Drosophila* strain *w^1118^* was used as a control where indicated. *Gal4* driver lines and all transgenic flies were backcrossed to *w^1118^* for at least seven generations for geotaxis experiments. Flies used for longevity experiments were backcrossed at least ten generations. Unless otherwise indicated *Drosophila* stocks were maintained at 25 °C, on a 12-h light/dark cycle, at constant 50% humidity using standard sugar/yeast/agar (SYA) media. Animals used in experiments that had age as a variable were flipped every 48 hours to a new vial and any dead animals were removed. Full genotypes for all used lines are indicated in **Supplemental Table 3**.

*RNA Purification and Amplification*

Cells from the dissected lower thorax of adult *Drosophila* flies expressing GFP in all motor neurons were dissociated via 30 minute digestion in 1mg/mL collagenase type I (Thermo Fisher Scientific; Waltham, MA). Dissociated cells were then run through a FACS Aria cell-sorter (BD BioSciences; East Rutherford, NJ) using a 70µm nozzle and 4-way purity setting at the UTHSCSA Flow Cytometry Core. Cells were sorted directly into Qiagen RNEasy Micro Kit buffer RTL-Plus (Qiagen; Hilden, Germany) with 1% (v/v) 2-mercaptoethanol (Sigma-Aldrich; St. Louis, MO). Cells in RTL were then run through the standard kit protocol. cDNA amplification and labeling was performed using a MessageAmp™ II Amino Allyl aRNA Kit (AM1753, Thermo Fisher Scientific). Sample amplification was verified by NanoDrop™ (Thermo Fisher Scientific) and BioAnalyizer™ (Agilent Technologies; Santa Clara, CA) at the UTHSCSA Genomics Resource Core. Samples were coupled to Cy3 NHS Ester fluorescent dye (GE Healthcare; Little Chalfont, UK) and purified prior to microarray hybridization.

*Western Blot*

*Drosophila* tissues were homogenized in 2X SDS buffer containing 1% (v/v) 2-mercaptoethanol (100µL per 7 dissected thoracic ganglions or 1 whole fly) and boiled for 10 minutes. 5μL of homogenate were loaded into a 4-15% TGX Mini-Protean™ Precast gel (Bio-Rad, Hercules, CA) and run for 1 hr at a constant 100V in standard SDS-glycine buffer. Proteins were transferred to nitrocellulose in 4°C sodium tetraborate buffer at a constant 350 mA for 45 minutes, then blocked in 5% (w/v) BSA for 30 minutes. Detection of bands was accomplished through reacting HRP-conjugated secondary antibodies (1:5000 in 3%BSA) and Novex™ ECL (Thermo Fisher Scientific). Quantitation was performed using ImageJ software (National Institutes of Health).

*Immunostaining*

Adult CM9 muscles were dissected after fixing in 4% paraformaldehyde for 15 minutes, then washed twice in 1x PBT to remove the fixative. Tissues were blocked with Image-iT FX Signal Enhancer (Thermo Fisher Scientific) for 30 minutes, then rinsed once in PBT and incubated with primary antibody (1:100 dilution) overnight at 4°C. After three 1X PBT washes (10 minutes), tissues were incubated in Alexa Fluor (Thermo Fisher Scientific) conjugated secondary antibodies (1:500) for 10 minutes, then washed three times with 1X PBT. Tissues were then mounted in Vectashield with DAPI (Vector Laboratories; Burlingame, CA). Synaptic volumes were quantified using the method described in Mahoney, Rawson et al. 2014. For three dimensional reconstructions, fixed and stained CM9 NMJs were serially sectioned at 0.2 um per section and reconstructed using Slidebook software (3I, Denver, CO).

*Quantitative RT-PCR*

Purified total RNA from sorted motor neurons was reverse transcribed into cDNA by SuperScript™ iii (Thermo Fisher Scientific) polymerase using random hexameric primers. Applied Biosystems SYBR Select (Thermo Fisher Scientific) was used as the detection dye and reactions were run on an Applied Biosystems 7500 Fast (Thermo Fisher Scientific) qPCR system. Reference gene was tubulin 84B for all experiments. Relative transcript quantities were determined by the ∆∆Ct method (except for *LacZ* amplification, where a modified ∆∆Ct method accounting for lower primer pair amplification efficiency was used). Primer efficiency curves are shown in Supplemental Figure 1.

*Negative* *Geotaxis*

For negative geotaxis experiments virgin female flies from tested genotypes were sorted upon eclosion and aged in standard husbandry conditions listed above. Flies were tested for self-righting and climbing speed by transferring to plastic vials containing no food and with an 8cm mark. Flies were tapped down with 3 mock trials prior to actual experimental trials. All geotaxis cohorts were tested within an hour of each other and all geotaxis experiments were performed in the morning. Climbing was recorded with a digital video camera and timer and analyzed after all trials were completed.

*Electrophysiology*

CM9 evoked post-synaptic potentials were recorded according to methods previously described ([Mahoney et al. 2014](#_ENREF_28)). Dissections and recordings in this manuscript were performed in a modified HL3 solution (containing, in mM: 70 NaCl, 5 KCl, 10 NaHCO_3_, 5 trehalose, 115 sucrose, 5 HEPES, 1 CaCl_2_, 3 MgCl_2_)

*Data and statistics*

Data for WB quantification, qRTPCR, negative geotaxis, and synapse area and number quantification are reported as the average ± SEM.  Significance was determined using Student’s T-test for pairwise comparisons and one-way ANOVA with a Bonferroni correction for all multiple comparisons.  All statistical analyses were performed using Prism 6 (Graphpad). *F* statistics, *p* values and degrees of freedom (*df*) are indicated in figure legends of applicable experiments.

# Supplementary material for: Transcriptomics of aged Drosophila motor neurons reveals a matrix metalloproteinase that impairs motor function
**Source:** Aging Cell. 2018 Feb 7;17(2):e12729. doi: 10.1111/acel.12729
**Supplement:** Supplementary file 15

**Supplemental Figure 1**. qPCR Primer Validation and efficiency. Critical threshold value was plotted against a dilution series of whole fly cDNAs known to contain the tested transcript. Efficiency was derived from the slope of the line. (**A**) *dMMP1* qPCR primers. (**B**) *LacZ* qPCR primers. (C) *dMMP2* primers. (D) *Chico* primers.

**Supplemental Figure 2**. Map of LacZ enhancer trap line with insertion in dMMP1. An isoform of *dMMP1* is shown to approximate scale. Scale bar indicates 1 kilobase distance. Exons are shown as boxes, with grey indicating 5’ and 3’ UTRs. Introns are shown as black lines between exons.

**Supplemental Figure 3**. Western immunoblot of chico^RNAi^ flies and flies treated with paraquat. (A) w1118 control flies and flies driving a UAS-chico^RNAi^ transgene in all cells (through the pan-cellular Act5-*Gal4* driver) 35 days post-eclosion. (B) w1118 flies were treated with vehicle (ethanol) or paraquat (sublethal, 10mM) for 7 days (from 7 to 14 days post-eclosion).

**Supplemental Figure 4**. Knockdown validation of RNAi lines. (**A**) Attempted knockdown of *dMMP1* via Act5>*dMMP1*^RNAi^ did not show a decrease in transcript. Fold change is shown relative to transgene control. (**B**) Knockdown of *Chico* via Act5>Chico^RNAi^ yielded of a statistically significant (*p*<0.05, Student’s t-test) transcript reduction of about 50%. Fold change is shown relative to transgene control.

**Supplemental Figure 5**. Mortality curve of D42>*dTIMP* flies (and driver/transgene controls). Gray line- D42-*Gal4* driver control. Broken line- UAS-*TIMP* transgene control. Black line- D42-*Gal4*→UAS-*TIMP*. Analysis of all three groups was performed via the Log-rank (Mantel-Cox) test and found significant difference in curve shape (Chi square = 9.111, df=2, *p* = 0.0105). Explicit mortality curve data can be found in **Supplemental Table 5**.

**Supplemental Figure 6**. hTDP43 rescue experiments. (**A**) Simultaneous overexpression of TIMP and hTDP43 with E49 driver was insufficient to rescue negative geotaxis defects observed in *E49>hTDP43* flies. (**B**) Overexpression of hTDP43 in a *dMMP1* heterozygous background (*dMMP1*^-/+^ ) was insufficient to rescue negative geotaxis defects observed *in E49>hTDP43* flies. Error bars = 1 SEM. Significance tested by Student’s t-test comparing *E49>hTDP43* to the corresponding rescue condition.

**Supplemental Movie 1**. Negative geotaxis movies of control and inducible flies at non-permissive temperature (20°C).

**Supplemental Movie 2**. Negative geotaxis movies of control and inducible flies after 20 hours at permissive temperature (30°C).

**Supplemental Table 1** – Drosophila genes and isoforms curated for custom microarray enrichment. We downloaded all genes and isoform from Flybase that were functionally annotated as either ion channels (Sheet 1) or calcium-binding proteins (Sheet 2). The purpose was to enhance our ability to detect more subtle changes in ion channel expression and potentially do transcript and isoform analysis. Data analysis took into account the fact that multiple features mapped to the same gene and was accounted for in multiple testing correction.

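Most of the transcripts annotated as ion channels or calcium-binding proteins thus entered the array with custom features of their own. Features designed for different transcripts of one gene can lie in shared exons and then measure the same RNA.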

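Because many features of a gene give nearly the same values, the features of one symbol whose values correlated over 0.95 across the 16 arrays were also merged, a rule chosen after seeing the data. This left 36574 in place of 45366 features, with 16 for dMMP1 in place of 103 and 25 for dumpy. Between 7 and 45 days 34 merged features were past the threshold (limma), of which 3 were of dMMP1 and 1 of dumpy, and 3016 had an unadjusted p under 0.05.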

**Supplemental Table 2** – GeneSpring output for ANOVA test across all conditions (“age” parameter- samples grouped into young, pre-ADP or post-ADP). Second sheet shows summary of most significantly changing features and genes that may influence neurotransmission in the older fly.

**Supplemental Table 3** – *Drosophila melanogaster* stocks used in this study.

**Supplemental Table 4** – Oligonucleotide primer sequences and primary antibodies used in this study.

**Supplemental Table 5** – Comprehensive mortality data for **Supplemental** **Figure 5**.

How the deposited data were processed for this re-analysis (not part of the article)

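RNA from pools of GFP-positive motor neurons, sorted from the thoracic ganglion of 7-day-old (5 pools), 35-day-old (5 pools) and 45-day-old (6 pools) flies, was amplified by the authors and hybridized as Cy3-labeled cDNA to a custom Agilent 8 x 60 K Drosophila array, with 1 array per pool. The authors deposited 1 scanner file per array, which holds for each spot the background-adjusted intensity written by Agilent Feature Extraction without normalization between arrays. The authors also deposited 1 table of log2 values. The values of this table lie close to log2 intensity minus the 75th percentile of each array and minus the median of each feature over the 16 arrays, with a median absolute difference of 0.00026 to 0.0018 per array. The scanner files name genome build dm3, and no reference genome of that build was at hand.

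From the scanner files, control spots and spots marked as non-uniformity or population outliers were left out, log2 of the background-adjusted intensity was taken, and the 75th percentile of the array was subtracted. Spots of one feature were then averaged. Gene names came from the reference accession of the feature for 33174 features, from Table S1 for 1728, from Table S2 for 84, from a transcript shared with a named feature for 20 and from the systematic name for 1. The value of a gene is the mean over its features, since the sequences of the features are not given and features of one sequence could not be combined. The percentage of spots well above background, 56.7% to 67.1% per array, describes the signal, and the number of arrays limits the precision.

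Arrays were grouped by the age on their labels. Pairs of ages were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the arrays of those ages only, and the 3 ages with limma's moderated F test on all arrays. P-values were adjusted by the Benjamini-Hochberg method over all features or all genes, and the threshold was an adjusted p under 0.05 and a change of more than 2-fold, without a minimum fold for the F test. No filter on dim features was applied. Single genes were also compared by exact two-sided permutation tests. Lists of genes were tested with fry, a rotation test for sets of genes, and camera, both in limma, and files were read with Python 3.11.15. The spread between arrays of one age was measured as the mean distance of each array to the others of its age over the 44603 features with a value on every array.

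The genes named are those the paper or its figures name on the array, gene symbols with at least 10 features past the threshold between 7 and 45 days, genes past the threshold with the largest changes, and the genes of lists of markers of muscle, fat body, glia, hemocytes, trachea, motor neurons and all neurons. The values of Table S2 had been seen when this rule was written. The tests of differences between ages, their thresholds, this rule, the marker lists and most alternatives were chosen before the data were examined. These alternatives were the deposited log2 table, quantile normalization, scaling by the median, a floor on dim signals, outlier spots kept, filters on dim features, a variance trend with robust moderation, the slide as a block, all 3 ages in one model, the replicate number as a block, the slide row as a term or only arrays of slide row 2, array weights, the brightest feature of each gene, no minimum fold, unmoderated tests, and each array left out in turn. A normexp background correction, the merging of features that correlate over 0.95 and the comparison of 7 days with both older ages together were chosen after seeing the data, as were further tests named at the top of the closing parts.

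The comparisons were tested on simulated arrays with the measured spread, in which 200 features or genes were changed by a known amount. For genes between 7 and 45 days, 45% of those changed by 2 on the log2 scale were recovered, and for features between 35 and 45 days 39%. The F test recovered 45.5% of such features.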

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

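The comparison of dumpy within each slide, the tests that split arrays within slides and the means of marker genes above background were chosen only after the results were seen.

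In 72 groups of arrays, made of 24 measures at 3 ages, 5 held 1 array far from the others, and chance gives about 1 in 20 groups. On 45-day-old replicate 4, 56.7% of spots were well above background, against 61.8% on the nearest array of that age, and its mean distance to the arrays of its age was 2.41, against 2.13 for the nearest. An error in the scan was weighed first. The median local background of this array was 39, within the 33 to 48 of the others, its positive controls were at 40 (others 36 to 52.5), its negative controls at 29.5 (26.5 to 35) and its bright corner spots at 5225 (2860 to 9090), which argues against such an error. A difference between this pool and the others in its RNA or cells stays open, and no biological explanation was tested.

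DAT was at -8.33 on 7-day-old replicate 5, against -3.26 on the nearest array of that age. The gene puc was at -3.43 on 35-day-old replicate 1, against -1.53 on the nearest, and wg at -7.27 on 45-day-old replicate 6, against -9.67. For single features that were above background on only some arrays of an age, error between spots of one array and loss of whole transcripts during amplification were weighed. The median SD between spots was 0.130, which cannot decide about values of single arrays. Among 13863 pairs of custom features of one transcript, from 733 transcripts, the median correlation across arrays within ages was 0.736, against 0.0434 between features of different genes. This is consistent with the loss of whole transcripts in the amplification of small amounts of RNA, which may also hold for these 3 genes. Independent error of single spots would not make different features of one transcript move together. The correlations therefore argue against spot error for these custom features. Real differences between pools of 5 flies would also give such correlations and stay open, since the pools were measured once.

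Between 35 and 45 days 7 features differed. Of 100 splits of these 11 arrays into groups of the same sizes, 6 gave as many, the real one included, with up to 64 in another split, so chance cannot be excluded for this number. The split of the same arrays by slide gave 177 features, more than the split by age, and with the slide as a block 9 features differed by age. Of 100 splits within the slides, fitted with that block, 3 gave as many as 9, the real one included, with up to 653 in another split. This test was chosen after the results were seen, so it does not exclude chance for the blocked comparison. A difference with age stays open, and the number is small against what single splits can give.

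The paper does not discuss dumpy (dpy), which had 81 of its 162 features past the threshold between 7 and 45 days, with log2 changes of 2.99 to 3.57. These 81 features correlated with each other at a median of 0.997 across arrays. All 162 features were higher at 45 days. The mean over them rose by 2.58 (standard error 0.58), which among all genes had an adjusted p of 0.27 from limma (0.025 to 0.49 over the alternatives), and 5 of 6 45-day-old arrays lay above all 7-day-old arrays (two-sided exact permutation test, p = 0.0087). The rise was 3.46 within slide 1 and 1.93 within slide 2. From 7 to 35 days the mean over all 162 features rose by 1.29 (limma, adjusted p = 0.22), and 119 of them were higher. Between these ages 0 dumpy features were past the threshold (limma), but 78 were with median scaling, 80 with features above background on every array of an age, 81 with all 3 ages in one fit, 84 with array weights, 81 without 7-day-old replicate 3 and 93 without 35-day-old replicate 4. The other alternatives left 0 (limma). The 81 features, picked by their change from 7 to 45 days, rose by a median of 2.70. On 7-day-old replicate 3 their mean was -3.19, against -5.67 to -5.03 on the other arrays of that age.

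Chance was weighed for the comparison that holds these features. Of 100 splits of the 11 arrays, 1, the real one, gave as many as 170 features, and the highest other number was 18, so chance is argued against. The split by slide gave 96, and with the slide as a block 170 features differed by age. Of 100 splits within the slides, 1, the real one, gave as many with that block, and the highest other number was 14. RNA from other cells in the older pools was weighed for the rise of dumpy and dMMP1, since muscle, fat body, glia, hemocytes or trachea could bring it. The shift of each marker list from 7 to 45 days, tested with fry in limma, a rotation test, gave a p of 0.113 for muscle, 0.310 for fat body, 0.0789 for glia, 0.151 for hemocytes and 0.234 for trachea, and adjusted p from 0.30 to 0.41. The muscle and fat body lists pointed up. The glia, hemocyte and trachea lists pointed down, with medians below 0 under all 3 scalings. The mean of the genes above background on every array fell for hemocytes under all 3, by 0.62, 0.29 and 0.46 with the 75th percentile, the median and quantiles. For glia it changed by -0.32, 0.0026 and -0.22, and for trachea, with 2 such genes, by -0.064, 0.26 and 0.16, so the direction depends on the scaling for these 2 lists. For muscle, with 11 such genes, the mean rose under all 3, by 1.15, 1.47 and 1.34 (two-sided exact permutation test, p = 0.063, 0.045 and 0.011). For fat body, with 4, it rose by 1.00, 1.33 and 1.01 (two-sided exact permutation test, p = 0.063, 0.078 and 0.056). These are single values among many such tests. In fry no list shifted beyond chance in either direction, and cell types outside these lists were not weighed. None of the lists is excluded. The falls lie within the spread of the arrays. Genes already bright at 7 days, such as alrm, which went from 4.42 to 3.73, would hide a small share of added RNA. A change of expression within aging motor neurons stays open and was not tested.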

How the results depend on the processing

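The normexp background correction, the merging of near-identical features and the comparison with both older ages together are the tests in this part that were chosen only after results were seen. Where a value moved, the cause was not tested unless one is given.

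The 170 features between 7 and 45 days stayed within 1.5 times that number in 25 of 30 alternatives. They became 113 with median scaling, 27 with only arrays in slide row 2, which leaves 3 45-day-old arrays, 34 with near-identical features merged, which leaves fewer features, and 293 with 7 days against 35 and 45 days together. Leaving out one array gave 139 to 240. The 39 dMMP1 features became 21 with quantile normalization, 13 with median scaling, 21 with a variance trend and robust moderation, 7 with slide row as a term, 0 (limma) with only arrays in slide row 2 and 25 with the methods' t-test. Leaving out one array gave 18 to 39, with 22 without 7-day-old replicate 1 and 19, 18, 22 and 20 without 45-day-old replicates 1, 3, 4 and 6.

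The 44 features between 7 and 35 days became 72 with quantile normalization, 184 with median scaling, 242 with features above background on every array of an age, 77 with those above it on at least 5 arrays, 87 with a variance trend and robust moderation, 283 with all 3 ages in one fit, 3278 with array weights, 19 with the methods' t-test and 1 with normexp. Leaving out one array gave 20 to 4974, with 25, 194 and 138 without 7-day-old replicates 1, 3 and 5 and 20, 29 and 4974 without 35-day-old replicates 2, 3 and 4. Of the 44 features 22.7% were higher at 35 days, against 65.3% with quantile normalization and 75% with median scaling, where 78 features were of dumpy, against 0 (limma) under the other 2 scalings. Slide row as a term could not be fitted to the 7-day-old and 35-day-old arrays alone, since each of these ages lies in one row. With all 3 ages in one fit the row can be a term, but the change from 7 to 35 days was not tested that way.

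The 7 features between 35 and 45 days became 17 with quantile normalization, 1 with median scaling, 1 with outlier spots kept, 16 with features above background on every array of an age, 14 with a variance trend and robust moderation, 1 with all 3 ages in one fit, 2 with slide row as a term, 12 with array weights, 17 with the methods' t-test and 1 with near-identical features merged. Leaving out any one of the 11 arrays of these ages gave 1 to 4, and leaving out a 7-day-old array left 7.

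The 264 features of the F test became 147 with median scaling, 132 with slide row as a term, 4650 with array weights and 56 with near-identical features merged. Leaving out one array gave 163 to 3785, with 163 without 7-day-old replicate 1, 171 without 35-day-old replicate 3 and 3785 without 35-day-old replicate 4.

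The 1 gene past the threshold between 7 and 45 days became 3 with quantile normalization, 21 with features above background on every array of an age, 13 with those above it on at least 5 arrays, 5 with a variance trend and robust moderation, 2 with the slide as a block, 8 with all 3 ages in one fit, 0 (limma, 890 at an unadjusted p under 0.05) with slide row as a term, 9 with array weights, 4 with only arrays in slide row 2, 16 with the brightest feature of each gene and 7 with normexp. The filters test fewer genes. Leaving out one array gave 0 to 19, with 8 and 19 without 7-day-old replicates 3 and 5 and 3, 0, 3, 3, 12 and 5 without 45-day-old replicates 1 to 6. CR40597 kept its direction in 27 of 27 alternatives and was no longer past the threshold in 7, which were median scaling, slide row as a term, only arrays in slide row 2, the replicate number as a block, and leaving out 7-day-old replicate 1 or 2 or 45-day-old replicate 2.

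The rise of the dMMP1 gene value from 7 to 45 days kept its direction in 27 of 27 alternatives, from 1.78 to 3.36. It was past the threshold in 2 of them, with features above background on every array of an age (2.61, limma, adjusted p = 0.031) and with normexp (1.78, adjusted p = 0.021), over a range of adjusted p from 0.021 to 0.48. Leaving out one array gave 1.93 to 2.31. The rise of the gene value from 7 to 35 days kept its direction in 24 of 24 alternatives, from 0.13 to 2.95, and was past the threshold in none. Single dMMP1 features were past it between these ages in some alternatives. There were 35 with array weights, 30 without 35-day-old replicate 4, 14 with all 3 ages in one fit and 4 with the slide as a block. With features above background on every array of an age there was 1, and the other alternatives left 0 (limma). Without 35-day-old replicate 4, median scaling also left 0 (limma). dMMP2 was lower at 45 days and not past the threshold in 27 of 27 alternatives, from -2.31 to -0.63. Of the neurotransmitter genes and of the Wnt genes, 0 were past the threshold (limma) in any of 27 alternatives, and in the main comparison 0 and 1 had an unadjusted p under 0.05. MtnA rose in 27 of 27, by 1.38 to 2.30, with adjusted p from 0.22 to 0.71.

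The sign of small changes moved. ChAT changed by 0.22 with median scaling. DAT changed by 0.043 with slide row as a term and with only arrays in slide row 2, and by 0.12 with the brightest feature, and leaving out one array gave -1.81 to 0.086, with 0.057 and 0.086 without 45-day-old replicates 3 and 4. The median of the JNK-responsive list was 0.16 with median scaling and 0.072 with the brightest feature of each gene. The larger spread at 45 than at 7 days kept its direction and its side of the threshold in 19 of 19 alternatives. None of these took the slide or the slide row into account, so they do not separate the spread from the row. Within row 2 the mean distance was 1.97 between 45-day-old and 1.67 between 7-day-old arrays, and this gap was not tested.

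Arrays of different ages share replicate numbers. With the replicate number as a block, there were 1, 0 and 1 features between 7 and 45, 7 and 35, and 35 and 45 days (limma, 4390, 10118 and 2998 at an unadjusted p under 0.05), 0 dMMP1 features, 158 features of the F test, and a dMMP1 rise of 2.03 (adjusted p = 0.42). The residuals of same-numbered arrays correlated at -0.077 to 0.17, and 1 of 15 pairs lay over 0.1, so the arrays share only a number.

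Of the alternatives, normexp on mean signals was not run because the files hold no mean signal, and features could not be merged by sequence or position. Setting signals under 1 to 1 changed nothing, since the lowest signal was 5.01. Signal over background limits all values of dim features, whose log2 values spread widely between arrays.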

Differences from the paper's values

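The comparison of 7 days with both older ages together and the test of the old column of Table S2 were chosen only after results were seen.

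The paper gives 40 dMMP1 features on the array, and the scanner files pair 103 features with this gene. No alternative was run for this number.

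The t-test sheet of Table S2 lists 304 features in the paper, and 170 features were past the threshold between 7 and 45 days. The old column of the sheet lies closer to the mean of the 35-day-old and 45-day-old arrays than to that of the 45-day-old arrays, so these numbers are for groups that are not the same. For 7 against 45 days the paper's text gives 176 features, within 1.5 times of 170. Of the 27 alternatives set before the data were examined, 3 came within 1.5 times the paper's number, with 208 for features above background on every array of an age, 211 with all 3 ages in one fit and 240 without 7-day-old replicate 5. The other 24 did not. With 7 days against 35 and 45 days together, chosen after seeing the values, there were 293 features past the threshold, and 296 of the paper's 304 features had an adjusted p under 0.05.

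For the signal of DAT the paper shows about 73000, about 65000 and about 50000 at 7, 35 and 45 days in Figure 1b, read by eye. The mean intensities were 2137, 537 and 2849, and no alternative set before the data were examined came near the paper's values.

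For Ddc the paper shows about 59000, about 60000 and about 42000 at these ages in Figure 1b, read by eye, against 31534, 39492 and 27559. The brightest feature gave 58287, 76373 and 52497, which do not differ by the same measure. At 35 days the same held without 35-day-old replicate 3 (40167) or 4 (44872), and at 45 days without 45-day-old replicate 1 (30283) or 4 (30147). The other alternatives set before the data were examined left the difference.

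For VAChT the paper shows about 32000, about 27000 and about 17000 in Figure 1b, read by eye, against 12311, 12633 and 9594. The brightest feature gave 31764, 33660 and 21120, and the other alternatives set before the data were examined left the difference.

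The paper states that all dMMP1 features on the array were found in its t test, and that their signal was strong and consistent. Of the 103 features 39 were past the threshold, and 102 were higher at 45 than at 7 days.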

Other observations

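The tests that split arrays within slides, those of the Table S2 groups, of the repeated features, of the 75th percentile scaling, of the 3 dMMP1 transcripts and of the first principal component, and the scores of marker genes above background, were chosen only after the results were seen.

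The t-test sheet of Table S2 names young and 45-day-old flies. Over its 304 features the old column differed from the mean of the 45-day-old arrays by a median of 0.211, and from the mean of the 11 35-day-old and 45-day-old arrays by 0.00589. Fitted weights of single arrays in that column were 0.0683 to 0.104 for 35 days and 0.0747 to 0.0989 for 45 days, where a mean of 11 gives 0.0909. This suggests that the old group of the sheet holds both older ages. A model with that group gave 308 features past the adjusted p, of which 296 are listed, and the ratio of the sheet's p to its p had a median of 1.01, against 0.0582 for 7 against 45 days. Of the listed features 137 also passed the adjusted p between 7 and 45 days, and 33 of the 170 features past the threshold there are not listed. The sheet lists 36 dMMP1 features, and 36 were past the threshold in that model.

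Of the features past the threshold between 7 and 45 days, 70.6% belong to dMMP1 and dumpy, while 1 gene was past it with 1 value per gene. The number of features may thus rest on repeated features of few genes. For this 1 gene, 38 of 100 splits of the arrays gave as many genes, the real one included, and the split by slide gave 3, so chance cannot be excluded for the number. For 7 against 35 days and for the F test, 1 of 100 splits, the real one, gave as many features, and the highest other numbers were 16 and 14, which argues against chance for both. The split by slide of the 7-day-old and 35-day-old arrays gave 16 features, and with the slide as a block 40 features differed by age. Of the 100 possible splits within the slides, 1, the real one, gave as many with that block, and the highest other number was 15.

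Between 7 and 35 days 12323 features had an unadjusted p under 0.05, against 7919 with median scaling and 6664 with quantile normalization. A part of the common shift may come from the 75th percentile scaling, and what remains stays open. Without 35-day-old replicate 4 there were 4974 features past the threshold in place of 44, but with median scaling 20 in place of 184 and with quantile normalization 45 in place of 72. This is consistent with the scaling as a cause of the large number without that array.

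The slide row could add to the difference between 7 and 35 days. Within the 45-day-old arrays, 16 features differed between the rows and 7212 had an unadjusted p under 0.05 (limma). Across features this row difference correlated with the change from 7 to 35 days at 0.133, the largest in size of 10 splits of these arrays, the next being 0.108. Features are not independent replicates. Row and age cannot be told apart from the 7-day-old and 35-day-old arrays alone, since each of these ages lies in one row. With slide row as a term the F test over the 3 ages gave 132 features in place of 264. The change from 7 to 35 days was not adjusted for the row, so its share stays open. The first principal component separated the rows, and within the 45-day-old arrays the exact two-sided p of the row difference was 0.1, the smallest possible, so age in place of the row also stays open for that component.

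The changes from 7 to 35 and from 7 to 45 days share the 7-day-old arrays. Across 12926 genes they correlated at 0.520 (Spearman 0.481), where 1000 simulations without any change gave a mean of 0.414 and a central range of -0.010 to 0.698. With separate 7-day-old arrays the median correlation over 20 splits was 0.187 (0.0848 to 0.228), against simulated values without any change whose central range reaches 0.478. The shared arrays may therefore account for the correlation, and a common change with age stays open.

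The features of the 3 dMMP1 transcripts with none past the threshold were higher at 45 than at 7 days by 0.43 to 1.60, within their wide spread between arrays. Each was above background on 7 to 9 of the 16 arrays. Whether they were too dim to show a change stays open, since on the other arrays no level can be read. No biological explanation was tested.

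The medians of the marker lists from 7 to 45 days were 0.72 for muscle, 0.84 for fat body, -0.38 for glia, -0.76 for hemocytes, -1.01 for trachea, -0.095 for all neurons and -0.32 for motor neurons. The rotation test fry in limma gave the lists of all neurons and of motor neurons an adjusted p of 0.30 and 0.59. With the preset correlation of camera the muscle (p = 2.0e-06) and fat body (p = 0.0017) lists shifted up, and neither did with an estimated correlation (p = 0.0732 and 0.145) or in fry. From 7 to 35 days fry gave a p of 0.019 for both the hemocyte and the trachea list, downward, and 0.075 adjusted over the lists. The mean of the muscle genes above background on every array, 11 of 15, rose by 1.15 from 7 to 45 days (two-sided exact permutation test, p = 0.063, with median scaling 0.045 and with quantile normalization 0.011), among 15 such tests. For the 4 fat body genes it rose by 1.00 (two-sided exact permutation test, p = 0.063). From 7 to 35 days the muscle and fat body lists had medians of -0.26 and 0.18. Among the genes with the highest signal in these lists, Yp3 was at 3.26 and Mlp84B at 2.89 at 45 days, and wupA rose by 1.84 and Mf by 1.64. Both lists also held genes that fell, 4 of 15 for muscle and 4 of 9 for fat body, among them TpnC4 by 2.15 and fln by 2.12 in muscle.

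Eaat1, a glial marker, fell by 1.73 (limma, adjusted p = 0.35, 0.22 to 0.84 over the alternatives), and 5 of 6 45-day-old arrays lay below all 7-day-old arrays (two-sided exact permutation test, p = 0.0087). Snap25, a neuronal marker, fell by 0.46 (limma, adjusted p = 0.48), and all 6 lay below (two-sided exact permutation test, p = 0.0022). Both genes were named for large changes within their lists. Median scaling moved the median change of all features from -0.20 to 0.13. A part of the fall of Snap25 therefore depends on the scaling, and this gene was not tested under another one. Timp rose by 0.88 from 7 to 45 days (limma, adjusted p = 0.53, 0.39 to 1.00 over the alternatives), with 5 of 6 45-day-old arrays above all 7-day-old arrays (two-sided exact permutation test, p = 0.050). From 7 to 35 days it rose by 1.22 (limma, adjusted p = 0.11). The tubulin gene alphaTub84B fell by 0.91 from 7 to 45 days (limma, adjusted p = 0.56).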
